# Axonopathy precedes cell death in ocular damage mediated by blast exposure

**DOI:** 10.1038/s41598-021-90412-2

**Published:** 2021-06-03

**Authors:** Nickolas A. Boehme, Adam Hedberg-Buenz, Nicole Tatro, Michael Bielecki, William C. Castonguay, Todd E. Scheetz, Michael G. Anderson, Laura M. Dutca

**Keywords:** Visual system, Neuroscience

## Abstract

Traumatic brain injuries (TBI) of varied types are common across all populations and can cause visual problems. For military personnel in combat settings, injuries from blast exposures (bTBI) are prevalent and arise from a myriad of different situations. To model these diverse conditions, we are one of several groups modeling bTBI using mice in varying ways. Here, we report a refined analysis of retinal ganglion cell (RGC) damage in male C57BL/6J mice exposed to a blast-wave in an enclosed chamber. Ganglion cell layer thickness, RGC density (BRN3A and RBPMS immunoreactivity), cellular density of ganglion cell layer (hematoxylin and eosin staining), and axon numbers (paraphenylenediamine staining) were quantified at timepoints ranging from 1 to 17-weeks. RNA sequencing was performed at 1-week and 5-weeks post-injury. Earliest indices of damage, evident by 1-week post-injury, are a loss of RGC marker expression, damage to RGC axons, and increase in glial markers expression. Blast exposure caused a loss of RGC somas and axons—with greatest loss occurring by 5-weeks post-injury. While indices of glial involvement are prominent early, they quickly subside as RGCs are lost. The finding that axonopathy precedes soma loss resembles pathology observed in mouse models of glaucoma, suggesting similar mechanisms.

## Introduction

Traumatic brain injury (TBI) is common and can have many consequences, including impacts on the visual system. The number of people in the civilian population who suffer from TBI is not precisely known, but it is clearly large. In the United States, more than 2 million TBI-related emergency department visits, hospitalizations, and deaths are recorded each year^1^. In addition, TBIs are common in military personnel^2^. Although most TBIs (~ 80%) are classified as “mild”^2^, they are often associated with cognitive, behavioral, emotional, and sensorimotor problems^3–5^. In addition, vision complaints have been reported in up to 79% of TBIs^6–9^. Currently, the molecular and cellular mechanisms that contribute to TBI-associated visual loss are not well understood, and whether responses differ according to the mechanism of injury is unknown^10,11^.

One approach for studying the molecular events that underlie the changes in ocular structure that are associated with TBI is using animal models. Like several other groups^12–18^, we have been particularly interested in using mice to study blast-induced TBI (bTBI). The primary model we have utilized for this is the exposure of mice to a 20 pounds per square inch (PSI) blast-wave in an enclosed chamber. This model mimics aspects of mild blast injury through the exposure to a pressure wave, but does not involve globe rupture or exposure to heat or shrapnel^19–24^. Previous studies using this model revealed consequences such as axonal degeneration, abnormal synaptic activity, defective learning and memory, and impaired motor coordination^25,26^. The ocular damage resulting from this treatment affects primarily retinal ganglion cells (RGCs), as apparent from a thinning of the retinal layers that comprise the ganglion cell complex (GCC)^19^, a loss of RGC somas^20,23^, and loss of axons from the optic nerve^21^. Although RGC damage has been observed consistently in several studies, a systematic analysis of the retina and optic nerve at the same time-point to define a timeline of the events has not been performed and few attempts have been made to start defining the earliest stages of damage in this model.

Here we report the effects of blast exposure on the retina and optic nerve. To refine the timeline of the events involved in RGC damage, we took several approaches. We used spectral domain optical coherence tomography (SD-OCT) images taken at timepoints ranging from 1 to 17 weeks after injury and assessed the effect on thickness of the GCC. We complemented this with quantification of: RGC density based upon quantification of BRN3A immunoreactivity (BRN3A^+^), a transcription factor also known as POU4F1 which labels RGCs^27^, in retinal whole-mounts; density of the all the cells of the ganglion cell layer based on hematoxylin and eosin (H&E) staining in retinal whole-mounts; and myelinated axons in the RGC layer based on manual quantification in optic nerves stained with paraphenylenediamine (PPD), a dye that stains myelin. To identify early molecular changes, the retinal transcriptomes of the retinas of injured and sham mice were analyzed by RNA sequencing (RNA-Seq) at 1 week and 5 weeks after blast injury and compared. Collectively, the results of these experiments suggest that the earliest indices of damage are a loss of BRN3A expression, damage of RGC axons, and multiple molecular changes indicative of a role for microglia and astrocytes in the damage. These changes are evident by 1-week post-injury and followed by a loss of 25–30% of RGC somas and axons—with the greatest loss occurring by 5 weeks post-injury. While the indices of the glial contribution to the damage appear in the early stage disease, they quickly subside as RGCs are lost.

## Results

### Early structural events of bTBI are discernable by 1-week post injury

To define the timeframe of the early events that contribute to RGC damage as ocular damage induced by blast exposure develops, we performed SD-OCT (for assessment of thickness of the GCC) and histochemical and immunohistochemical staining of the retinas of mice (to assess cell degeneration and loss), at 1, 4–5, and 16–17 weeks following bTBI. Indices of RGC damage were first detected in the 1-week cohort (Fig. 1; Supplementary Tables S1 and S2, and Supplementary Fig. S1 online). These include: a statistically significant reduction in the density of BRN3A^+^ immunoreactive nuclei (2451 ± 267.2 cells/mm^2^ vs. 3008 ± 288.2 cells/mm^2^, *p* = 0.021) (Fig. 1a,b); a reduction in the total number of myelinated axons in the optic nerve (48,117 ± 12,854 axons vs. 62,368 ± 6329 axons, *p* = 0.0056) (Fig. 1c,d); and an increase in the number of degenerating myelinated axons (16.94 ± 4.45% vs 11.03 ± 4.95%, *p* = 0.0116) (Fig. 1c,e). Loss of BRN3A^+^ cells was significant in all areas (central, mid-central, peripheral) of the retina (Supplementary Fig. S1 online). At this time, no significant changes in GCC thickness (71.20 ± 2.54 μm vs 72.58 ± 2.65 μm, *p* = 0.1665) (Fig. 2a,b) or the total density of cells in the ganglion cell layer (8281 ± 451 cells/mm^2^ vs. 8367 ± 547 cells/mm^2^, *p* = 0.6733) were detected (Fig. 2c,d). At 5 weeks post bTBI RGC damage had worsened (Fig. 1), as evident from further: decreases in density of BRN3A^+^ cells (2130 ± 474 cells/mm^2^ vs. 2981 ± 222.1 cells/mm^2^, *p* = 0.001); decreases in the total number of myelinated axons (47,256 ± 15,731 vs. 65,433 ± 15,860, *p* = 0.0373); and increases in the number of degenerating myelinated axons (18.18% ± 7.97% vs. 10.85 ± 3.57%, *p* = 0.0390). In addition, GCC thickness decreased by 4 weeks post-bTBI (66.70 ± 3.71 μm vs. 69.68 ± 1.43 μm, *p* = 0.0367), and total cellularity in the RGC layer decreased by 5 weeks post-TBI (7294 ± 1030 cells/mm^2^ vs 8263 ± 622 cells/mm^2^, *p* = 0.0309) (Fig. 2). At 16–17 weeks post-bTBI, the phenotypes were similar to those observed at 4–5 weeks (Figs. 1, 2; Supplementary Tables S1 and S2 online), with significant differences detected between the bTBI and sham groups by all analyses.

**Figure 1:**
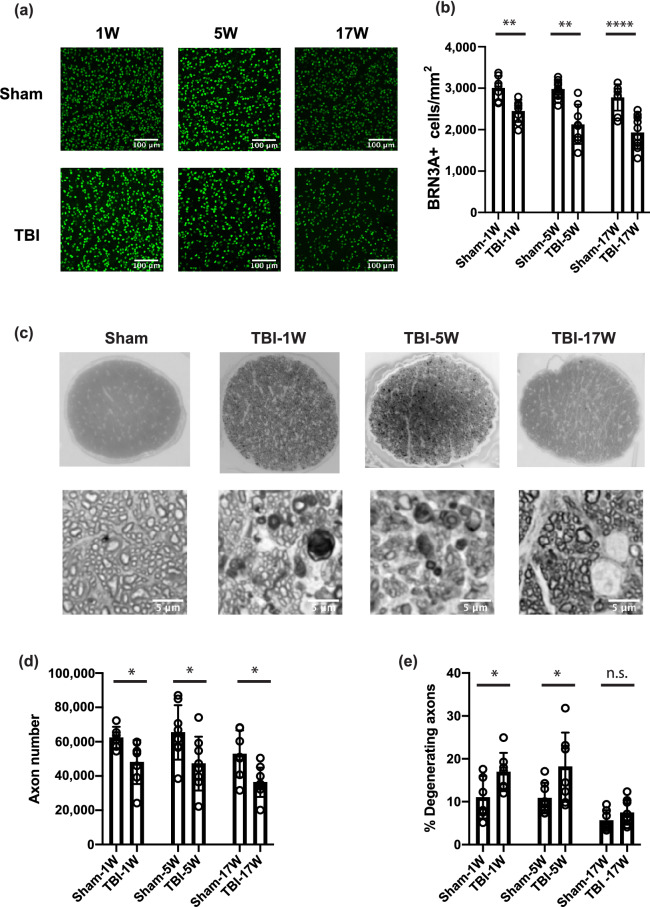
Blast-mediated traumatic brain injury (bTBI) was associated with loss of BRN3A^+^ retinal ganglion cells (RGCs) and axons. (**a**) Representative images from the mid-central area of whole-mount retinas stained with anti-BRN3A antibody (green) at the indicated time-point. Mice were sham treated or subjected to bTBI. (**b**) Quantification of BRN3A^+^ RGCs at 1 week (1 W), 5 weeks (5 W) and 17 weeks (17 W) after injury. (**c**) Representative images of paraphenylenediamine (PPD)-stained optic nerves from sham mice and bTBI mice at 1 W, 5 W, and 17 W after injury, at low (upper row) and high (lower row) magnification. (**d**) Quantification of axons in PPD-stained optic nerves at 1 W, 5 W, and 17 W after injury. The optic nerves examined were from the retinas in which the BRN3A^+^ cells were quantified. (**e**) Percent of degenerating axons in PPD-stained optic nerves at 1 W, 5 W and 17 W after injury. Bars represent mean ± SD and each data point represents a biological sample; unpaired two tailed *t*-test with Welch’s correction: *p < 0.05, **p < 0.01, **** p < 0.0001, *n.s.* not significant. The images were processed in Fiji^111^, the graphs were generated in Prism 8 software and the figure was assembled in Adobe Illustrator CC 2014.

**Figure 2:**
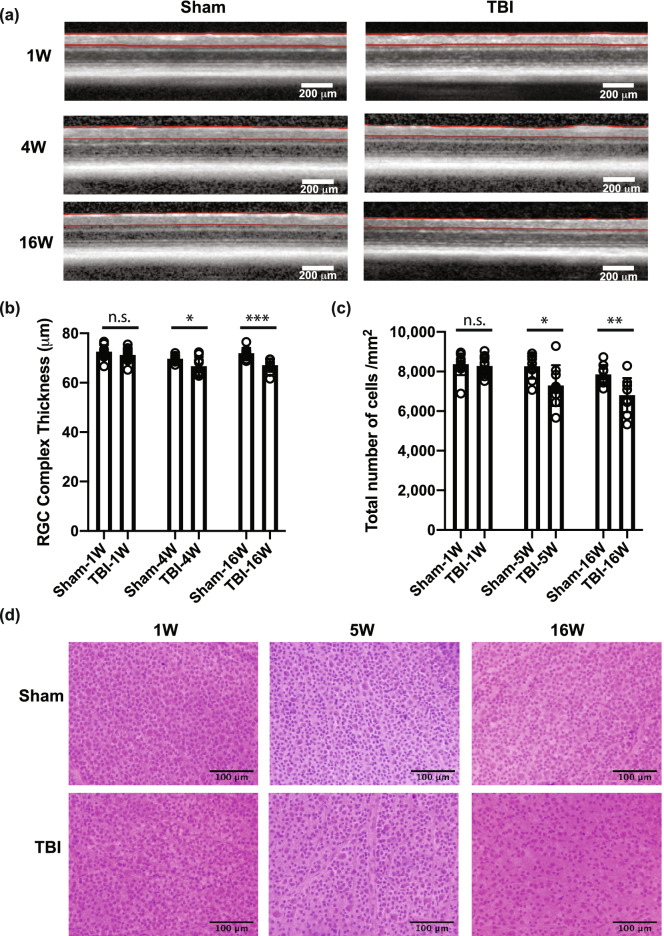
At 5 weeks post bTBI, cell loss from the ganglion cell layer was significant. (**a**) Images of the retina acquired by spectral domain optical coherence tomography (SD-OCT) at the indicated time points, with the ganglion cell complex (GCC) highlighted by red lines. (**b**) Representative images from the mid-central area of whole-mount retinas from sham and injured mice at the indicated time points, stained with hematoxylin and eosin (H&E). (**c**) Thickness of the GCC in vivo, as determined by SD-OCT at 1 week (1 W), 4 weeks (4 W), and 16 weeks (16 W) after bTBI. (**d**) Density of all cells in ganglion cell layer was quantified in whole-mount retinas stained with H&E at 1 W, 5 W, and 16 W after injury. Bars represent mean ± SD and each data point represents a biological sample; unpaired two tailed *t*-test analysis with Welch’s correction: *p < 0.05, **p < 0.01, ***p < 0.001, *n.s*. not significant. The images were processed in Fiji^111^, the graphs were generated in Prism 8 software and the figure was assembled in Adobe Illustrator CC 2014.

Additional experiments were conducted to facilitate interpretation of these findings. First, to refine the time window in which RGC damage occurred, we analyzed a cohort of mice with a subset of the above-described assays at 1-day post-injury (Fig. 3a–c; Supplementary Table S1 online). No statistically significant differences were observed between the bTBI and sham groups with respect to the density of BRN3A^+^ RGCs (3063 ± 272.2 cells/mm^2^ vs. 3084 ± 210.2 cells/mm^2^, *p* = 0.4546), the number of myelinated axons (52,750 ± 7378 axons vs 55,400 ± 11,532 axons, *p* = 0.604), or the percentage of degenerating myelinated axons (17.81% ± 6.67 vs 15.59 ± 6.69%). Second, as an additional control, we measured the areas of the retinal whole-mounts (Fig. 3d; Supplementary Table S2 online). Because retinal area increases by up to ~ 20% in some mouse models of glaucoma^28^, and might also change in bTBI, this is an important test to discern whether changes in density are related to cell number or area. However, no differences in the retinal area were detected (Fig. 3d; Supplementary Table S2 online). Third, to confirm our methodology and the loss of RGCs observed by BRN3A staining, an independent cohort of sham and bTBI mice was analyzed at the 1-week timepoint using two RGC markers (RBPMS and BRN3A, instead of only BRN3A). Manual counting of peripheral and mid-central fields (instead of automated, see Experimental Methods) was performed to determine the density of RBPMS ^+^ and BRN3A^+^ cells. Among the sham treated mice, RBPMS labeled a slightly larger population of cells compared to BRN3A (average 2830 vs 2577 cells/mm^2^; 8.9% more cells). However, both markers showed equivalent decreases in labeled cells at 1-week following TBI (RBPMS, − 275 cells/mm^2^; BRN3A, − 274 cells/mm^2^; Supplementary Fig. S2 online).

**Figure 3:**
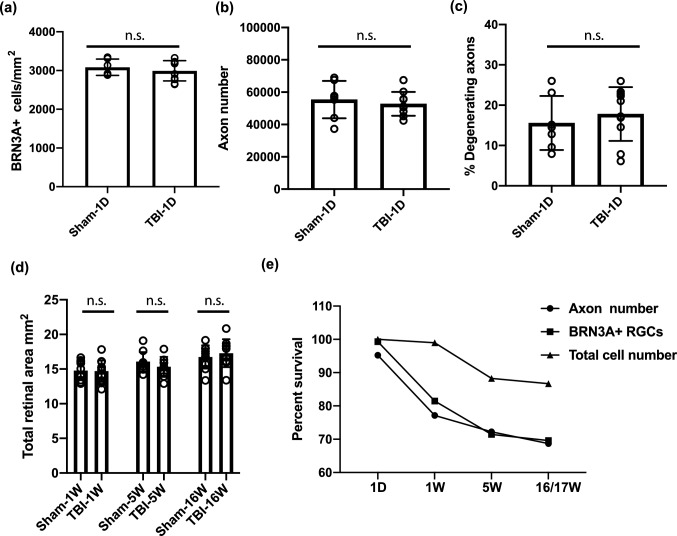
At 1 day after injury, no significant changes were detected in the retina or optic nerve. (**a**) Quantification of BRN3A^+^ RGCs at 1 day (1D) post blast exposure. (**b**) Quantification of axons 1D after injury. (**c**) Percent of degenerating axons in the optic nerves 1D after injury. (**d**) Total retinal area of hematoxylin and eosin (H&E) stained whole-mount retinas at 1 week (1 W), 5 weeks (5 W), and 16 weeks (16 W) after injury. (**e**) Percent survival of BRN3A^+^ RGCs, PPD stained axons, and total number of H&E stained cells in the ganglion cell layer. For the total cell count in the ganglion cell layer at the 1D time-point, 100% survival was assumed rather than determined experimentally. Bars represent mean ± SD and each data point represents a biological sample; unpaired two tailed *t*-test analysis with Welch’s correction, *n.s.* not significant. The graphs were generated in Prism 8 software and the figure was assembled in Adobe Illustrator CC 2014.

To assess congruency between our cellular assays, we compared outcomes as the percentage of damage relative to that in the respective sham controls. The reduction of BRN3A^+^ density in bTBI-treated vs sham mice was 18.52% at 1 week, 28.55% at 5 weeks, and 30.39% at 17 weeks (Fig. 3e). The reduction of total cellular density in the ganglion cell layer was 1.0% at 1 week, 11.7% at 5 weeks, and 13.3% at 16 weeks. Thus, the percent loss of BRN3A^+^ cells was consistently greater than the loss of total cellularity in the RGC layer. With an assumption that ~ 50% of the cells in the ganglion cell layer are RGCs (based on reports of 41–61%, depending on the counting method^29–32^), the total cellularity data is highly congruent with the BRN3A data at the 5- and 16-week timepoints (representing losses of 23.4% at 5 weeks and of 26.6% at 16 weeks for the total cell number), suggesting that the cell loss is purely due to RGC loss and does not impact displaced amacrine cells. However, the data for the 1-week timepoint is incongruent (a loss of 2% of the total cell number) with the later timepoints, indicating that a loss of BRN3A^+^ expression (Fig. 1a,b) occurred prior to the loss of actual cells (Fig. 2c,d). There was also temporal incongruency in a consideration of RGC axons vs. soma; axon loss (Fig. 1c,d) and axon damage (Fig. 1c,e) occurred prior to cellular loss (Fig. 2c,d). These comparisons indicate that early-stage retinal damage in this model of bTBI manifests initially as axonopathy. At molecular level the early-stage retinal damage presents as loss of RGC markers (BRN3A and RBPMS).

### The retinal transcriptome changes after bTBI

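Retinas of male mice were sequenced in 4 groups of 6, bTBI and sham at 1 week and bTBI and sham at 5 weeks, 24 retinas in all. Those of bTBI mice came from the eye that faced the blast. The blast wave of the bTBI mice had 20 PSI, and the sham mice were not exposed to it. The labels of the samples give the earlier timepoint as 8 days and the cell type as retinal ganglion cell, while the paper describes whole retina. RNA was extracted with the RNeasy Plus Mini Kit at 1 week and with the RNeasy Mini Kit at 5 weeks, so the kit and the timepoint cannot be told apart, but each timepoint has its own sham group. The authors mapped the reads to GRCm38 with STAR, counted them per gene with featureCounts and deposited, for each timepoint, a table of counts scaled to library size (CPM) made with an effective library size and already filtered for low counts. The tables hold 14922 genes at 1 week and 15920 genes at 5 weeks, and 14455 genes stand in both. Within each retina every value was a whole multiple of 1 step to within 0.01 of that step. Read as the value of 1 read, this step gives the depth, since the tables state no read totals. The depth in the tabled genes was 14301989 to 24102502 reads (median 20817594) in sham and 15097829 to 25158638 reads (median 19210634) in bTBI retinas at 1 week. At 5 weeks it was 16847387 to 23787494 reads (median 21613805) in sham and 15521745 to 23838444 reads (median 16990374) in bTBI retinas. From there, log2(CPM + 1) was compared between bTBI and sham within each timepoint with limma, and genes with a Benjamini-Hochberg adjusted p under 0.005 were counted as differentially expressed. No test on read counts was run. Fold changes on this scale understate the change of genes with a low level. A set of 34 gene lists for cell types and pathways, fixed before the data were examined, was tested with camera, which compares the genes of a list with all other genes.
Transcripts of tissues next to the retina differed between single retinas. The score of 14 lens genes, the mean of their log2(CPM + 1), was 7.01 in bTBI replicate 5 and 6.84 in bTBI replicate 6 at 1 week, against 0.75 to 3.91 in the 6 sham retinas (bTBI against sham, exact permutation test, two-sided, p = 0.0996). Cryaa, which encodes the lens protein alpha A-crystallin, was at 2003 CPM in bTBI replicate 5 and at 4541 CPM in bTBI replicate 6, against 2.10 to 422 CPM in sham retinas. Mbp, which encodes myelin basic protein of oligodendrocytes, was at 2531 CPM in bTBI replicate 3 at 1 week, while the highest sham retina had 42.0 CPM. The score of 5 oligodendrocyte genes was 8.00 in that retina and 4.02 to 5.23 in the other bTBI retinas of 1 week.

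**Figure D1:**
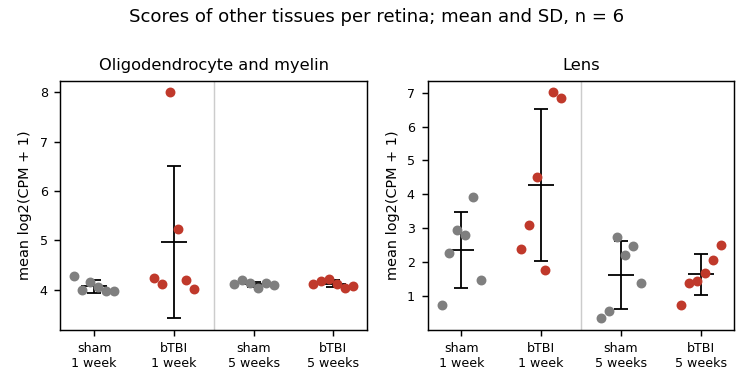
Scores of the oligodendrocyte and lens gene lists (y axes, mean log2(CPM + 1) of the list's genes) in each of the 24 retinas by group (x axes), with points for single retinas and bars for the mean ± SD of 6. bTBI replicate 3 at 1 week has the highest oligodendrocyte score, 8.00, and bTBI replicates 5 and 6 at 1 week have the highest lens scores, 7.01 and 6.84.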

To further identify the early events that occur in the retina following bTBI, we analyzed the retinal transcriptome of mice exposed to blast by RNA-Seq. At 1-week post-bTBI, 335 genes were differentially expressed in the bTBI vs. sham group (Table 1, full data available in Supplementary Table S3 online), with 197 genes upregulated and 138 downregulated; at 5 weeks post-bTBI, 175 transcripts were differentially expressed (Table 1, full data available in Supplementary Table S4 online), with 4 upregulated and 171 downregulated (Table 1). 

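In the retinas of bTBI mice at 1 week, 336 of 14922 genes were differentially expressed, with 189 higher and 147 lower. Ctss, a lysosomal protease of microglia, had a log2 fold change of 1.57 (standard error 0.20, adjusted p = 0.000334) and was above every sham retina in 6 of 6 bTBI retinas. Nrn1, which encodes the neurite growth factor neuritin, fell by 0.67 on the log2 scale (standard error 0.10, adjusted p = 0.000970). At 5 weeks 133 of 15920 genes were differentially expressed, with 2 higher, Ecel1, an endopeptidase gene of injured neurons, and Lad1, which encodes a basement membrane protein, and 131 lower. Slc17a6, the vesicular glutamate transporter of RGCs, fell by 0.71 on the log2 scale at 5 weeks (standard error 0.09, adjusted p = 6.72e-05), and Tppp3, a tubulin-binding protein gene, fell by 0.59 (standard error 0.07, adjusted p = 5.79e-05). The log2 fold changes of the differentially expressed genes ranged from -1.38 to 3.03 at 1 week and from -0.97 to 0.84 at 5 weeks. On the log2(CPM + 1) scale 82 of the higher and 3 of the lower genes had more than a 2-fold change at 1 week and 0 genes did at 5 weeks, while by the ratio of the mean CPM 128 higher and 6 lower genes did at 1 week and 1 higher and 2 lower genes at 5 weeks. At an unadjusted p under 0.05 limma gave 2575 and 1739 genes at 1 and 5 weeks. The count at 1 week was 189 without sham replicate 2, 206 without sham replicate 3 and 204 without sham replicate 5. It was 204 without bTBI replicate 5, 217 without bTBI replicate 6 and 112 without both of these lens-rich bTBI retinas. Any pair of bTBI retinas left out gave 74 to 483 (median 118 over 15 pairs). The fall to 112 is thus not particular to the lens-rich pair. Other results below without this pair also rest on 4 bTBI retinas. With all 24 retinas in a single fit the count was 685. The count at 5 weeks was 88 without sham replicate 2, 75 in the single fit of 24 retinas and 56 with a prior variance that does not follow the expression level. Nrn1 lost the threshold at 1 week without both lens-rich bTBI retinas (adjusted p = 0.00825 [0.000136 to 0.00825 over the alternatives]), Slc17a6 at 5 weeks with that prior or with a robust one (adjusted p = 0.00580 [1.27e-05 to 0.00951] and 0.00951 [1.27e-05 to 0.00951]), and Tppp3 in the single fit (adjusted p = 0.0103 [7.94e-06 to 0.0103]).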

The most highly upregulated and downregulated transcripts in the retinas of bTBI versus sham mice at 1 and 5 weeks after injury, are presented in Tables 2 and 3, respectively. 

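Among the genes past the threshold the largest increase on the log2(CPM + 1) scale at both timepoints was that of Ecel1 (ENSMUSG00000026247.13), which lies on chromosome 1 of GRCm38 from 87147655 to 87156521. Its level was 1.55 ± 0.357 CPM (SD, n = 6) in sham and 22.8 ± 14.5 CPM (SD, n = 6) in bTBI retinas at 1 week, a log2 fold change of 3.03 (standard error 0.29, adjusted p = 7.87e-05). At 5 weeks its log2 fold change was 0.84 (standard error 0.12, adjusted p = 0.000239). Mmp12, the macrophage metalloelastase, was at 0.180 ± 0.105 CPM (SD, n = 6) in sham and 5.06 ± 1.76 CPM (SD, n = 6) in bTBI retinas at 1 week and had a log2 fold change of 2.31 (adjusted p = 3.58e-06). With a pseudocount of 0.1 it was 4.21, above the 3.60 of Ecel1. Interferon-induced transcripts were among the most increased at 1 week, with log2 fold changes of 2.09 for Ifit1, 1.92 for Oasl2, which encodes an oligoadenylate synthetase-like protein, 1.75 for the GTPase gene Gbp2, 1.50 for the ubiquitin-like Isg15 and 1.37 for the transcription factor Irf9. Ptgfr, the prostaglandin F receptor, had a log2 fold change of 1.17 (adjusted p = 0.000174) and Cd180, a receptor of macrophages and B cells, of 1.51 (adjusted p = 0.000238). Mmp12, Ptgfr and Cd180 do not stand in the table of 5 weeks. The largest decrease on this scale at both timepoints among the genes past the threshold was that of Scn4b, a beta subunit of voltage-gated sodium channels, which fell by 1.38 on the log2 scale at 1 week (standard error 0.23, adjusted p = 0.00148) and by 0.97 at 5 weeks (standard error 0.12, adjusted p = 3.00e-05). Limk1, a kinase that acts on the actin cytoskeleton, fell by 0.66 on the log2 scale at 1 week (adjusted p = 7.87e-05), and Lynx1, a modulator of nicotinic receptors, fell by 0.48 (adjusted p = 0.000174). At 5 weeks Coro6, an actin-binding coronin, fell by 0.83 (standard error 0.07, adjusted p = 8.08e-07) and Rgs4, a regulator of G protein signaling, fell by 0.75 (standard error 0.07, adjusted p = 1.84e-06). Scn4b did not pass the threshold at 1 week without sham replicate 2 (log2 fold change -1.35), with a robust prior (adjusted p = 0.00563 [1.27e-05 to 0.0116 over the alternatives]) or without both lens-rich bTBI retinas (adjusted p = 0.0116 [1.27e-05 to 0.0116]). Ecel1 and Scn4b did not pass at 5 weeks with all 24 retinas in a single fit (adjusted p = 0.0661 [6.32e-05 to 0.0661] and 0.00514 [1.27e-05 to 0.00514]), whereas Coro6, with a log2 fold change of -0.63 (adjusted p = 0.0406) at 1 week, passed there in that fit (adjusted p = 0.00208 [0.00208 to 0.198]).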

To test whether these results were an artifact of the RNA-Seq approach (Table 2), 6 transcripts corresponding to RGC markers *(Nefl*, *Parv*, *Spp1* and *Tubb3*) and associated with an immune response (*Gfap*, *C1qa* and *Spp1*) were independently tested by quantitative reverse transcription PCR (RT-qPCR) (Fig. 4a–f). Among these, 5 exhibited statistically significant changes in the expected direction (Fig. 4a–e), and changes in the sixth (*Parv*) were consistent in direction but the difference was not statistically significant (Fig. 4f). 

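Ecel1, an endopeptidase gene induced in injured neurons, and Lad1, which encodes a basement membrane protein, were the genes past the threshold and higher in bTBI retinas at both timepoints. Lad1 had a log2 fold change of 1.45 at 1 week (standard error 0.27, adjusted p = 0.00315) and of 0.55 at 5 weeks (standard error 0.10, adjusted p = 0.00330). Pros1, the anticoagulant protein S that also bridges phagocytes to dying cells, had log2 fold changes of 0.95 at 1 week (adjusted p = 0.000499) and 0.41 at 5 weeks (adjusted p = 0.0132), and at 5 weeks 5 of 6 bTBI retinas were above every sham retina. Impg2, a proteoglycan of the photoreceptor matrix, had log2 fold changes of 0.24 at 1 week (adjusted p = 0.00288) and 0.14 at 5 weeks (adjusted p = 0.0144), with 6 of 6 bTBI retinas above every sham retina at 5 weeks. Among the 14455 genes in both tables, 89 were differentially expressed at both timepoints, 2 higher and 87 lower, where 2.74 would be shared by chance (Fisher's exact test across genes, which are not independent, p = 9.11e-122). The genes that changed in opposite directions at the timepoints numbered 0. Without sham replicate 2 of 1 week 58 genes were shared, and 38 were shared without both lens-rich bTBI retinas. Lad1 lost the threshold at 1 week in 10 and at 5 weeks in 10 of the 12 fits without 1 retina, Impg2 lost it at 1 week in 10, and Pros1 passed at 5 weeks without bTBI replicate 5 (log2 fold change 0.47).

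**Figure D2:**
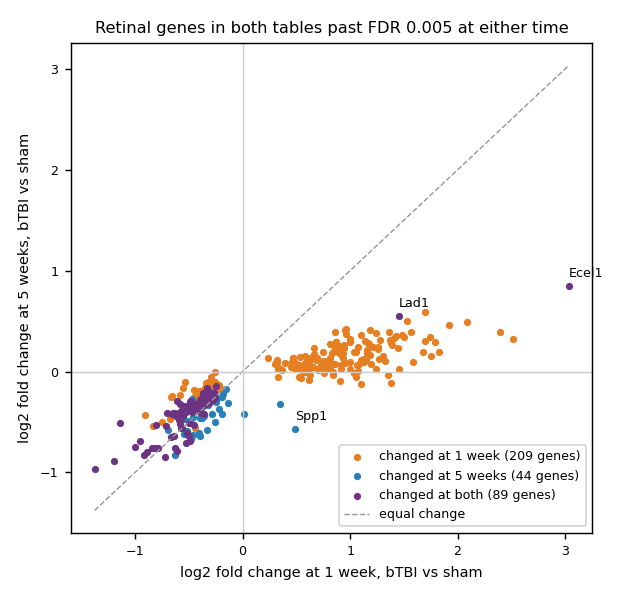
Log2 fold change of bTBI against sham at 1 week (x axis) and at 5 weeks (y axis), where each point is 1 gene in both tables that was differentially expressed at either timepoint, colored by the timepoints at which it passed. The 89 genes that passed at both lie below 0 on both axes, apart from Ecel1 and Lad1, and 209 genes passed at 1 week alone and 44 at 5 weeks alone.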

At the two timepoints, 101 of the same transcripts were differentially expressed (Supplementary Table S5 online), including all 4 of those that were upregulated at the 5-week timepoint (*Ecel1*, *Lad1*, *Pros1* and *Impg2*; Table 3).

**Table 1:** Summary of RNA sequencing results of retinal transcripts from bTBI- versus sham-treated mice.

Gene expression in TBI versus Sham	1 week	5 weeks
Differentially expressed	335	175
Increased expression	197	4
Decreased expression	138	171
Log_2_FC range	− 1.65 to 4.79	− 3.06 to 1.42
FC range	0.32 to 27.7	0.12 to 2.67
FDR cut-off	< 0.005	< 0.005
Shared change in expression	101	

*FC* fold change

*FDR* false discovery rate.

**Table 2:** Most highly up- or downregulated retinal transcripts in bTBI- versus sham-treated mice at 1-week post injury detected by RNA sequencing.

Symbol	Transcript	Fold change	*p*-value	FDR
**Upregulated**				
*Mmp12*	Matrix metallopeptidase 12	27.83	2.48E−10	3.70E−06
*Ecel1*	Endothelin converting enzyme-like 1/DINE	14.60	3.11E−08	6.76E−05
*6430562O15Rik*	Long non-coding RNA	2.03	2.88E−08	6.76E−05
*Oasl2*	2′–5′ Oligoadenylate synthetase-like 2	4.23	2.91E−08	6.76E−05
*Isg15*	ISG15 ubiquitin-like modifier	3.82	3.17E−08	6.76E−05
*Gbp2*	Guanylate binding protein 2	3.80	1.89E−08	6.76E−05
*Ptgfr*	Prostaglandin F receptor	4.30	1.08E−07	0.00018
*Irf9*	Interferon regulatory factor 9	2.80	1.01E−07	0.00018
*Cd180*	CD180 antigen	6.21	1.30E−07	0.00019
*Psmb8*	Proteasome (prosome, macropain) subunit, beta type 8	2.65	1.51E−07	0.00019
**Downregulated**				
*Limk1*	LIM-domain containing, protein kinase	0.63	3.05E−08	6.76E−05
*Lynx1*	Ly6/neurotoxin 1	0.72	2.60E−07	0.0002
*Dlgap3*	DLG associated protein 3	0.74	4.81E−07	0.00026
*Tubb3*	Tubulin, beta 3 class III	0.73	5.15E−07	0.00026
*Cend1*	Cell cycle exit and neuronal differentiation 1	0.67	5.04E−07	0.00026
*Kcnip4*	Potassium voltage-gated channel interacting protein 4	0.65	6.54E−07	0.00029
*Nat8l*	*N*-Acetyltransferase 8-like	0.71	9.74E−07	0.00035
*Apba1*	Amyloid beta (A4) precursor protein binding, family A, member 1	0.76	1.05E−06	0.00035
*Nefm*	Neurofilament, medium polypeptide	0.61	1.23E−06	0.00036

*FDR* false discovery rate.

**Figure 4:**
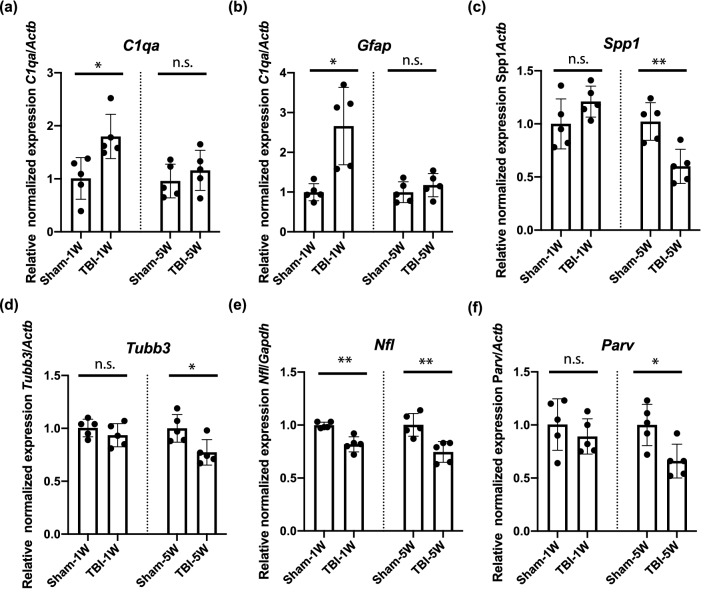
bTBI-associated changes in transcript levels observed by RNA sequencing confirmed by quantitative reverse transcription PCR of a subset of affected transcripts. Relative expression of (**a**) *C1qa*, (**b**) *Gfap*, (**c**) *Spp1*, (**d**) *Tubb3*, (**e**) *Nfl,* and (**f**) *Parv* normalized to the level of *Actb* or *Gapdh*, as indicated, at 1 week (1 W) or 5 weeks (5 W) and also normalized to the mean of the sham for that time-point. Bars represent mean ± SD and each data point represents a biological sample (n = 5 per group); unpaired two tailed *t*-test analysis with Welch’s correction: *p < 0.05, **p < 0.01 and *n.s.* not significant. The graphs were generated in Prism 8 software and the figure was assembled in Adobe Illustrator CC 2014.

**Table 3:** Most highly up- or downregulated retinal transcripts in bTBI- vs. sham-treated mice at 5-weeks post injury detected by RNA sequencing.

Symbol	Description	Fold change	*p*-value	FDR
**Upregulated**				
*Ecel1*	Endothelin converting enzyme-like 1/dine	2.68	1.16E−06	2.10E−04
*Lad1*	Ladinin	1.78	3.48E−05	3.46E−03
*Pros1*	Protein S, alpha	1.37	3.04E−05	3.16E−03
*Impg2*	Interphotoreceptor matrix proteoglycan 2	1.10	4.93E−05	4.67E−03
**Downregulated**				
*Cplx1*	Complexin 1	0.56	2.77E−13	4.40E−09
*Nefm*	Neurofilament, medium polypeptide	0.56	2.67E−12	1.54E−08
*Vamp1*	Vesicle-associated membrane protein 1	0.70	2.90E−12	1.54E−08
*Rgs4*	Regulator of G-protein signaling 4	0.59	1.37E−11	5.46E−08
*Thy1*	Thymus cell antigen 1, theta	0.70	4.66E−11	1.39E−07
*Coro6*	Coronin 6	0.53	5.59E−11	1.39E−07
*Sncg*	Synuclein, gamma	0.59	6.12E−11	1.39E−07
*Nefl*	Neurofilament, light polypeptide	0.60	8.63E−11	1.72E−07
*Lynx1*	Ly6/Neurotoxin 1	0.77	1.11E−10	1.96E−07
*Nefh*	Neurofilament, heavy polypeptide	0.62	1.42E−10	2.26E−07

*FDR* false discovery rate.

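Gene lists of reactive macroglia, microglia, activated microglia, complement, antigen presentation and interferon-stimulated genes were higher in bTBI than in sham retinas at 1 week, together with a list of genes induced by axon injury. RGC markers, SNARE and synaptic vesicle genes, voltage-gated channels and cholesterol synthesis were lower at 1 week, and these lists were lower at 5 weeks too, while the reactive macroglial list was higher at 5 weeks too. With a correlation between genes estimated from these retinas, 15 of 34 lists had a camera adjusted p under 0.05 at 1 week and 7 at 5 weeks, and with a preset correlation of 0.01 the numbers were 24 and 19. With an estimated correlation the SNARE list at 5 weeks (adjusted p = 0.0499) lost its call in 11 of the 12 fits without 1 retina. The cholesterol list lost it in 8 at 1 week and in 1 at 5 weeks, and the voltage-gated list in 6 at 1 week. The list of macroglial genes the paper names lost it in 2 at 1 week. Of the lists counted with an estimated correlation, 13 at 1 week and 5 at 5 weeks hold genes that the paper names, and 4 and 2 of them such genes alone, which the study chose on these samples and which are not independent evidence. The score of the axon injury list was 3.29 ± 0.06 (SD, n = 6) in sham and 3.86 ± 0.16 (SD, n = 6) in bTBI retinas at 1 week (exact permutation test, two-sided, p = 0.00216). Of its 15 measured members 4 were higher at 1 week over all genes and 7 when adjusted over the list alone (adjusted p = 0.0258 with an estimated correlation). Hrk, which encodes a pro-apoptotic protein, had a log2 fold change of 1.04 (standard error 0.14, adjusted p = 0.000381). At 5 weeks 1 of 15 was higher over all genes and 1 when adjusted over the list alone (adjusted p = 0.121 with an estimated correlation), and the score was 3.39 ± 0.08 (SD, n = 6) in sham and 3.52 ± 0.05 (SD, n = 6) in bTBI retinas (exact permutation test, two-sided, p = 0.00216). With all 24 retinas in a single fit 0 of the list were higher at 5 weeks. At 1 week the alternatives gave 4 to 7 higher members, and the single fit gave more than the 4 of the main setting. The ontology terms of the paper's over-representation test are not in the deposited tables, so that test was not run again. With the replicate number as a block 0 lists passed with an estimated correlation at either timepoint. The lowest adjusted p was 0.0705 at 1 week and 0.0600 at 5 weeks. Sham and bTBI retinas of the same number are no known pairs. Their correlations ran from -0.25 to 0.54 at 1 week and from -0.11 to 0.15 at 5 weeks. The loss under this block therefore cannot be read as an effect of paired retinas. The reactive macroglial list at 5 weeks also did not pass with all 24 retinas in a single fit (adjusted p = 0.240 with an estimated correlation). Without both lens-rich bTBI retinas the lists at 1 week had adjusted p values with an estimated correlation of 0.0504 or more. The ranges that follow are over the alternatives, this omission and the single omissions among them. The median log2 fold change at 1 week was -0.66 to -0.46 for the RGC markers of Table 4 (main setting -0.55). It was 1.04 to 1.36 for interferon-stimulated genes (main setting 1.18) and 0.81 to 1.67 for activated microglia (main setting 1.24).

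**Figure D3:**
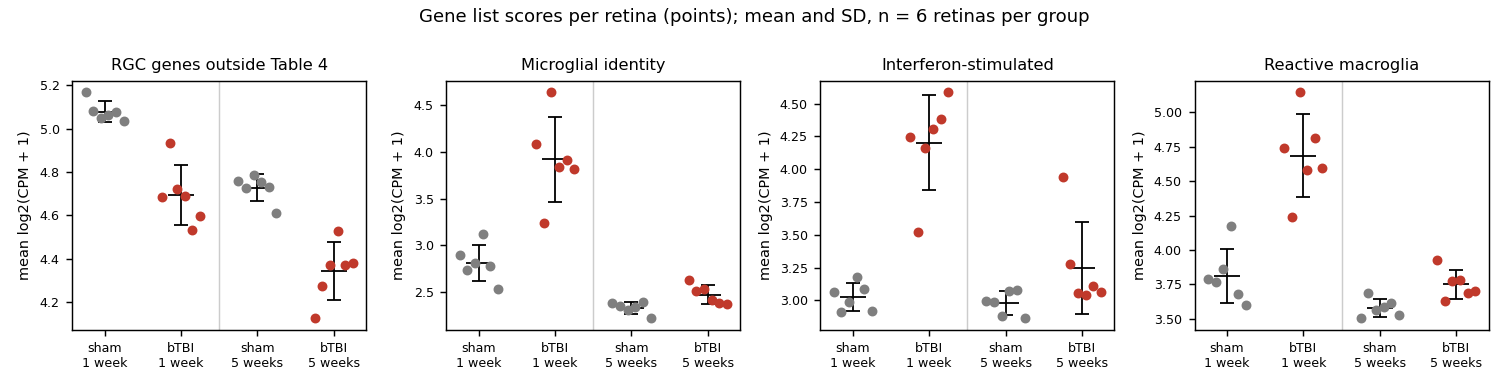
Scores of 4 gene lists (y axes, mean log2(CPM + 1) of the list's genes) in each of the 24 retinas by group (x axes), with points for single retinas and bars for the mean ± SD of 6. All 6 bTBI retinas of 1 week lie above every sham retina of 1 week for the microglial, interferon and reactive macroglial lists and below for the RGC list.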

Gene ontology (GO) and pathway analysis using the WebGestalt toolkit indicated that the pattern of changes in gene expression was complex, including early upregulation of microglia and macroglia-related transcripts, as well as sustained downregulation of several genes important to neuronal function (Fig. 5a,b). Transcripts with well-known links to specific pathways or cell types were additionally analyzed in a case-by-case manner. Consistent with the immunohistochemical and histologic analyses, transcripts of several genes regarded as broad markers for multiple types of RGCs were significantly down-regulated (by ~ 25–30%) by 1-week post-injury (Fig. 6a; Table 4). However, there was also evidence that some changes in RGC gene expression were specific to certain RGC sub-types (Fig. 6b; Table 4). In contrast, markers of non-RGC retinal cell types were uniformly unaltered (Fig. 6c; Table 4). 

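The heavy, medium and light chain genes of the neurofilament cytoskeleton, which is abundant in RGC axons, were lower in bTBI retinas at 1 week. Nefh, the heavy neurofilament chain (ENSMUSG00000020396.8), fell from 185 ± 17.5 CPM (SD, n = 6) in sham to 96.8 ± 24.5 CPM (SD, n = 6) in bTBI retinas at 1 week, a log2 fold change of -0.95 (standard error 0.12, adjusted p = 0.000275). The medium and light chains, Nefm and Nefl, fell to 61.1% and 58.0% of the sham mean. Pvalb, which encodes the calcium buffer parvalbumin, fell to 43.3% of sham, a log2 fold change of -1.19 (standard error 0.17, adjusted p = 0.000642). Thy1, a surface glycoprotein of RGCs, fell to 71.0%, Tubb3, the neuronal beta tubulin, to 73.0%, the synuclein gene Sncg to 58.6%, the nicotinic receptor subunit Chrna6 to 65.3% and the neuronal nuclear protein gene Rbfox3 to 76.8%. Of the 13 pan-RGC markers of Table 4, 11 were lower at 1 week over all genes and 13 when adjusted over the list alone, and 13 were lower at 5 weeks on both counts (adjusted p = 0.0258 and 0.00895 with an estimated correlation). The study chose this list on these samples, so the counts are not independent evidence of its direction. The transcription factors Pou4f2 and Pou4f3 had log2 fold changes of -0.48 (adjusted p = 0.0315) and -0.55 (adjusted p = 0.0404) at 1 week, and of -0.49 (adjusted p = 0.00106) and -0.62 (adjusted p = 0.00228) at 5 weeks. Of 14 further RGC markers that Table 4 does not name, several of which stand in the paper's supplementary tables, 6 were lower at 1 week over all genes and 7 when adjusted over the list alone, among them the RNA-binding protein gene Rbpms2 with a log2 fold change of -0.63 (adjusted p = 0.000922). At 5 weeks 7 were lower over all genes and 10 when adjusted over the list alone (adjusted p = 0.0258 at 1 week and 0.0132 at 5 weeks with an estimated correlation). At 1 week 8 of the pan-RGC markers and 1 of the further markers passed without both lens-rich bTBI retinas, and 3 of the further markers passed without sham replicate 2, sham replicate 5 or bTBI replicate 5, while at 5 weeks 4 of the further markers passed with all 24 retinas in a single fit and 1 with a prior variance that does not follow the expression level. Thy1 lost the threshold at 1 week without both lens-rich bTBI retinas (adjusted p = 0.00677 [1.72e-05 to 0.00677 over the alternatives]), Pou4f2 at 5 weeks in that single fit (adjusted p = 0.0104 [0.000476 to 0.0104]), Rbfox3 at 1 week in 11 and at 5 weeks in 9 of the 12 fits without 1 retina, and Pou4f3 at 5 weeks in 9, while Pou4f2 and Pou4f3 passed at 1 week without bTBI replicate 2 (log2 fold changes -0.58 and -0.66).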

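Spp1, which encodes osteopontin and marks alpha RGCs, had a log2 fold change of 0.49 at 1 week (standard error 0.12, adjusted p = 0.0207) and fell by 0.57 at 5 weeks (standard error 0.10, adjusted p = 0.00187). Its level was 29.8 ± 4.22 CPM (SD, n = 6) in sham and 42.4 ± 9.06 CPM (SD, n = 6) in bTBI retinas at 1 week, and 16.1 ± 1.65 and 10.6 ± 2.11 CPM (SD, n = 6 each) at 5 weeks. The effects at the timepoints differed by -1.06 on the log2 scale (adjusted p = 0.00144 for the difference). The paper also links Spp1 to an immune response, so in RNA of whole retina its change cannot be assigned to alpha RGCs. Satb1, a chromatin organizer, fell by 0.29 on the log2 scale at 5 weeks (adjusted p = 0.00184). Jam2, an adhesion molecule of J-RGCs, had log2 fold changes of -0.01 (adjusted p = 0.976) and -0.03 (adjusted p = 0.846) at 1 and 5 weeks, and Cartpt, a peptide precursor of direction-selective RGCs, of -0.32 (adjusted p = 0.143) and -0.06 (adjusted p = 0.857). Of 23 class markers 0 were lower in limma at 1 week over all genes (10 had an unadjusted p under 0.05 in either direction) and 0 when adjusted over the list alone, while 2 and 2 were lower at 5 weeks (adjusted p = 0.133 and 0.0600 with an estimated correlation). Spp1 and Satb1 each lost the threshold at 5 weeks in 5 of the 12 fits without 1 retina and with all 24 retinas in a single fit (adjusted p = 0.00710 [0.00139 to 0.0206 over the alternatives] and 0.0103 [0.00123 to 0.0103]).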

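Markers of rods, bipolar, amacrine and horizontal cells had small differences that did not pass the test. The log2 fold changes at 1 week were -0.02 for Nrl, a rod transcription factor, 0.04 for Otx2, a transcription factor of bipolar cells, -0.13 for Chat and -0.14 for Th, which make the transmitters of amacrine cells, and 0.03 for Prox1 and -0.08 for Lhx1, transcription factors of horizontal cells. Arr3, the arrestin of cones, was at 83.2 ± 10.3 CPM (SD, n = 6) in sham and 61.8 ± 6.59 CPM (SD, n = 6) in bTBI retinas at 1 week, a log2 fold change of -0.42 (standard error 0.08, adjusted p = 0.00601), with 5 of 6 bTBI retinas below every sham retina. At 5 weeks its log2 fold change was -0.01 (adjusted p = 0.986), and the difference between the timepoints had an adjusted p of 0.0909. The cone opsin Opn1mw had a log2 fold change of -0.12 (adjusted p = 0.385) at 1 week. Of these 10 markers, which the study chose on these samples and which are not independent evidence, 0 passed in limma at either timepoint over all genes (1 and 1 at an unadjusted p under 0.05) and 1, at 1 week, when adjusted over the list alone (adjusted p = 0.430 at 1 week and 0.121 at 5 weeks with an estimated correlation). Arr3 passed the threshold at 1 week without sham replicate 1 (log2 fold change -0.47), without bTBI replicate 6 (log2 fold change -0.47) and under 4 other settings. The signs of Nrl and Prox1 at 1 week turn when single retinas are left out, while Lhx1 then runs from -0.19 to -0.03 and Th from -0.23 to -0.09.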

Transcripts associated with several kinds of cells relevant to immune responses of the retina were significantly upregulated at 1-week, but not 5-weeks, post-injury. 

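Microglial and macroglial gene lists were higher in bTBI retinas at 1 week, and a test of the difference between the timepoints found smaller effects at 5 weeks. For 17 microglial genes the median difference between the effect at 5 weeks and that at 1 week was -1.02 on the log2 scale, for 21 genes of reactive macroglia -0.65 and for 7 genes of activated microglia -0.76 (adjusted p = 0.00722, 0.00722 and 0.0204 with an estimated correlation). For 11 lens genes it was -2.10 and for 5 oligodendrocyte genes -0.71 (adjusted p = 0.241 and 0.315 with an estimated correlation), with 0 genes past the threshold in limma over all genes or when adjusted over the list alone and 4 and 1 at an unadjusted p under 0.05. The difference passed for 12 of the microglial and 15 of the macroglial genes when adjusted over the list alone, and over all genes for 1 of each, C1qc, a complement subunit, and Stat3, a transcription factor of glial reactivity. The microglial and macroglial genes of Table 4, chosen by the study on these samples and not independent evidence, had medians of -1.06 and -0.87 (adjusted p = 0.00722 and 0.00756 with an estimated correlation). At 5 weeks 17 microglial genes had a median log2 fold change of 0.17, of which 0 passed in limma over all genes (5 at an unadjusted p under 0.05) and 1 when adjusted over the list alone (adjusted p = 0.121 with an estimated correlation), and without bTBI replicate 1 the median was 0.11. Of 21 genes of reactive macroglia 0 passed at 5 weeks over all genes (8 at an unadjusted p under 0.05) and 4 were higher when adjusted over the list alone, at a median of 0.13 (adjusted p = 0.0174 with an estimated correlation). For activated microglia at 5 weeks the median was 0.07 over 7 genes, with 0 passing over all genes (0 at an unadjusted p under 0.05) and 0 when adjusted over the list alone (adjusted p = 0.549 with an estimated correlation). By exact permutation test, two-sided, the scores at 5 weeks gave p = 0.0108 for microglia, 0.00433 for reactive macroglia and 0.595 for activated microglia. In the same order, 4, 5 and 0 of 6 bTBI retinas lay above every sham retina. Of the 22 listed leukocyte genes 2 were measured at 1 week, Lck, a T cell kinase, with a log2 fold change of 0.14 (adjusted p = 0.745), and Lyve1, a receptor of lymphatic vessels and macrophages, with -0.13 (adjusted p = 0.338).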

Examples in this category include *Vim* (Müller glia), *Gfap* and *Nes* (Müller glia and astrocytes), *Tmem119*, *Aif1* and *Cx3cr1* (microglia), and *C1qa* (microglia and Müller glia) (Fig. 6d; Table 4). 

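Gfap, the intermediate filament of astrocytes and of stressed Müller glia (ENSMUSG00000020932.14), had the largest change among these genes. It was at 22.8 ± 4.19 CPM (SD, n = 6) in sham and 207 ± 263 CPM (SD, n = 6) in bTBI retinas at 1 week, a log2 fold change of 2.51 (standard error 0.45, adjusted p = 0.00273), with 6 of 6 bTBI retinas above every sham retina. Its highest level, 737 CPM, was that of bTBI replicate 3, the retina with the most oligodendrocyte transcripts, and without that retina its log2 fold change was 2.02. The filament genes Vim and Nes had log2 fold changes of 0.78 (standard error 0.15, adjusted p = 0.00383) and 1.06 (standard error 0.16, adjusted p = 0.000824). Among microglial genes, the log2 fold changes were 1.04 for the membrane protein gene Tmem119 (adjusted p = 0.00101), 1.07 for the actin-binding Aif1 (adjusted p = 0.000284), 1.18 for the fractalkine receptor Cx3cr1 (adjusted p = 0.000347) and 1.70 for the complement subunit C1qa (adjusted p = 0.00143). At 5 weeks the log2 fold changes were 0.32 for Gfap (adjusted p = 0.395), 0.05 for Vim (adjusted p = 0.684), 0.19 for Nes (adjusted p = 0.487), -0.02 for Tmem119 (adjusted p = 0.979), 0.17 for Cx3cr1 (adjusted p = 0.619) and 0.31 for C1qa (adjusted p = 0.139), where Gfap had 0.17 and Cx3cr1 0.11 without bTBI replicate 1, and Aif1 does not stand in the table of 5 weeks. The difference between the timepoints had adjusted p values of 0.0358 for Gfap, 0.0270 for Vim, 0.0274 for Nes, 0.0106 for Tmem119, 0.00825 for Cx3cr1 and 0.0307 for C1qa, which do not reach the threshold of 0.005. All 3 macroglial and all 4 microglial genes passed at 1 week, over all genes and when adjusted over the list alone, and 0 passed in limma at 5 weeks (1 and 1 at an unadjusted p under 0.05). The study chose these genes on these samples, so the counts are not independent evidence of their direction. Gfap lost the threshold at 1 week in 8 and Vim in 10 of the 12 fits without 1 retina, C1qa without sham replicate 2 or 5 (log2 fold change 1.68 in either fit), Gfap, Vim and C1qa with a robust prior (adjusted p = 0.0232 [1.65e-05 to 0.0232 over the alternatives], 0.0160 [1.96e-05 to 0.0305] and 0.0118 [4.87e-06 to 0.0118]), and Vim and C1qa without both lens-rich bTBI retinas (adjusted p = 0.0305 [1.96e-05 to 0.0305] and 0.00958 [4.87e-06 to 0.0118]).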

In the case of transcripts encoding synaptic proteins (*Snap25*, *Cplx1*) and ion channels (*Scn1a*, *Kcnip4*), some were significantly downregulated but others were not (*Cplx3*), (Fig. 6e; Table 4).

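Cplx1, which encodes complexin 1 and controls vesicle fusion at conventional synapses, was at 201 ± 21.5 CPM (SD, n = 6) in sham and 108 ± 24.9 CPM (SD, n = 6) in bTBI retinas at 1 week, and fell by 0.92 on the log2 scale (standard error 0.12, adjusted p = 0.000284). At 5 weeks it fell by 0.83 (standard error 0.07, adjusted p = 3.29e-07). Snap25, a SNARE protein of the presynaptic membrane, fell by 0.33 at 1 week (adjusted p = 0.00273) and fell by 0.16 at 5 weeks (adjusted p = 0.00216). Scn1a, an alpha subunit of sodium channels, fell by 0.70 (adjusted p = 0.000727) at 1 week and fell by 0.41 (adjusted p = 0.00161) at 5 weeks. Kcnip4, a modulatory subunit of A-type potassium channels, fell by 0.61 (adjusted p = 0.000271) at 1 week and fell by 0.30 (adjusted p = 0.00187) at 5 weeks. Cplx3, the complexin of ribbon synapses, had log2 fold changes of -0.08 (adjusted p = 0.593) at 1 week and -0.01 (adjusted p = 0.958) at 5 weeks. Of these 5 genes, which the study chose on these samples and which are not independent evidence, 4 were lower at either timepoint, over all genes and when adjusted over the list alone (adjusted p = 0.0258 at 1 week and 0.00895 at 5 weeks with an estimated correlation). Snap25 lost the threshold at 1 week in 9 and at 5 weeks in 7 of the 12 fits without 1 retina, Scn1a at 5 weeks in 5 and Kcnip4 in 4, and these 3 genes lost it at 5 weeks with all 24 retinas in a single fit (adjusted p = 0.0907 [0.000311 to 0.0907 over the alternatives], 0.0193 [0.000322 to 0.0289] and 0.0129 [0.000750 to 0.0133]). At 1 week 2 of the genes passed without both lens-rich bTBI retinas, Snap25 and Scn1a being lost, and at 5 weeks 1 to 4 passed without any 1 retina.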

**Figure 5:**
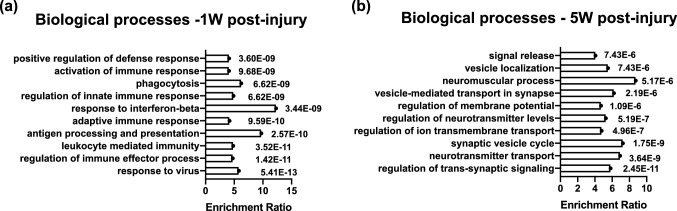
Transcriptomic analysis of the retina after exposure to blast with RNA sequencing. (**a**) Transcripts whose expression was significantly dysregulated at (**a**) 1 week (1 W) or (**b**) 5 weeks (5 W). Transcripts whose expression changed significantly (false discovery rate (FDR) < 0.005 for TBI compared to sham retinas) analyzed using WebGestalt, by performing an “Over-Representation Analysis” using the gene ontology database for “Biological Process noRedundant” analysis. The false discovery rate (FDR) for each process is indicated. The graphs were generated using WebGestalt 2019^109^ and the figure was assembled in Adobe Illustrator CC 2014.

**Figure 6:**
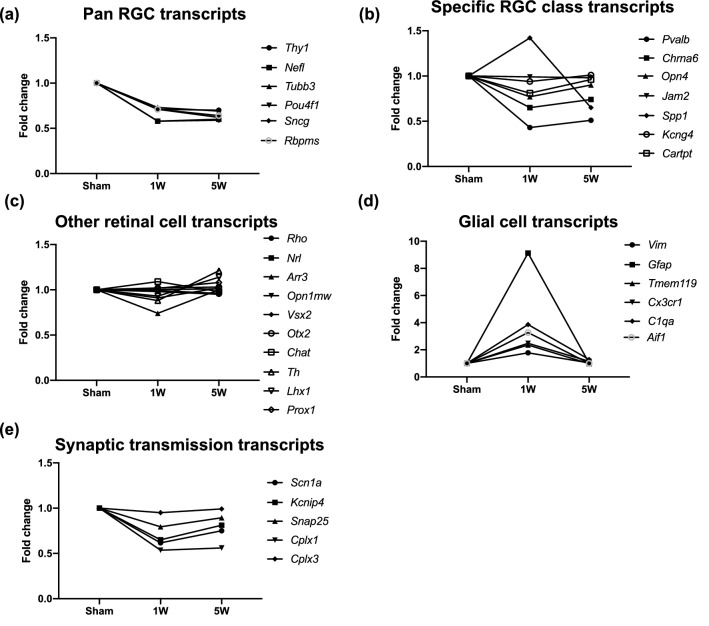
RNA sequencing of the retinal transcriptome shows differences in RGC and glial specific transcripts in bTBI vs. sham retinas. Shown is expression of markers for: (**a**) all RGCs, (**b**) classes of RGCs, (**c**) other types of retinal cells, (**d**) immune cells, and (**e**) synaptic transmission. Affected transcripts of each type are indicated for the corresponding graph. The names of the transcripts and the false discovery rates from RNA sequencing are provided in Table 4. The graphs were generated using WebGestalt 2019^109^ and the figure was assembled in Adobe Illustrator CC 2014.

**Table 4:** Changes in expression (fold change - FC) and false discovery rate (FDR) for transcripts related to retinal ganglion cells, retinal cells and glial cells at 1- and 5-weeks post injury.

Time-point			1 week		5 weeks	
Gene name	Name	Expressed in	logFC	FDR	logFC	FDR
*Rho*	Rhodopsin	Rods	− 2.35E−02	9.20E−01	3.84E−02	6.22E−01
*Nrl*	Neural retina leucine zipper gene	Rods	− 1.93E−02	9.06E−01	6.17E−02	3.43E−01
*Arr3*	Arrestin 3, retinal	Cones	− 4.29E−01	6.08E−03	2.14E−03	9.94E−01
*Opn1mw*	Opsin 1 medium-wave-sensitive	Cones	− 1.28E−01	3.74E−01	2.92E−02	8.87E−01
*Vsx2*	Visual system homeobox 2	Bipolar cells	3.64E−03	9.88E−01	2.15E−02	9.19E−01
*Otx2*	Orthodenticle homeobox 2	Bipolar cells	3.68E−02	7.20E−01	4.75E−02	5.10E−01
*Chat*	Choline acetyltransferase	Amacrine cells	− 1.31E−01	3.91E−01	− 2.46E−02	9.47E−01
*Th*	Tyrosine hydroxylase	Amacrine cells	− 1.81E−01	5.84E−01	2.79E−02	9.61E−01
*Lhx1*	LIM homeobox protein 1	Horizontal cells	− 1.06E−01	8.07E−01	1.86E−01	5.50E−01
*Prox1*	Prospero homeobox 1	Horizontal cells	2.53E−02	9.36E−01	1.15E−01	7.56E−02
*Vim*	Vimentin	Muller glia	8.32E−01	3.13E−03	5.37E−02	6.08E−01
*Gfap*	Glial fibrillary acidic protein	Muller glia/astrocytes	3.19E+00	2.40E−03	4.05E−01	2.32E−01
*Tmem119*	Transmembrane protein 119	Microglia	1.23E+00	1.19E−03	− 2.88E−02	9.74E−01
*Cx3cr1*	Chemokine (C-X3-C motif) receptor 1	Microglia	1.31E+00	3.51E−04	1.97E−01	5.31E−01
*Aif1*	Allograft inflammatory factor 1	Microglia	1.72E+00	3.59E−04		
*C1qa*	Complement component 1, q subcomponent, alpha polypeptide	Microglia	1.95E+00	1.20E−03	3.77E−01	1.09E−01
*Nefm*	Neurofilament, medium	RGCs	− 7.11E−01	3.64E−04	− 8.41E−01	1.54E−08
*Thy1*	Thymus cell antigen 1, theta	RGCs	− 4.94E−01	1.31E−03	− 5.14E−01	1.39E−07
*Sncg*	Synuclein, gamma	RGCs	− 7.70E−01	9.40E−04	− 7.66E−01	1.39E−07
*Nefl*	Neurofilament, light	RGCs	− 7.86E−01	1.01E−03	− 7.48E−01	1.72E−07
*Nefh*	Neurofilament, heavy	RGCs	− 9.31E−01	4.43E−04	− 6.92E−01	2.26E−07
*Rbpms*	RNA binding protein with multiple splicing	RGCs	− 5.06E−01	5.84E−03	− 6.48E−01	2.53E−07
*Tubb3*	Tubulin, beta 3 class III	RGCs	− 4.55E−01	2.62E−04	− 5.33E−01	3.65E−07
*Pvalb*	Parvalbumin	RGCs	− 1.20E+00	1.18E−03	− 9.79E−01	1.62E−06
*Pou4f1*	POU domain, class 4, transcription factor 1	RGCs	− 4.98E−01	5.63E−04	− 6.93E−01	3.52E−05
*Pou4f2*	POU domain, class 4, transcription factor 2	RGCs	− 5.17E−01	4.41E−02	− 5.55E−01	6.10E−04
*Pou4f3*	POU domain, class 4, transcription factor 3	RGCs	− 6.08E−01	5.70E−02	− 7.95E−01	2.02E−03
*Rbfox3*	RNA binding protein, fox-1 homolog (C. elegans) 3	RGCs	− 3.81E−01	4.20E−03	− 3.48E−01	1.93E−03
*Chrna6*	Cholinergic receptor, nicotinic, Alpha polypeptide 6	RGCs	− 6.14E−01	5.61E−04	− 4.41E−01	4.12E−06
*Opn4*	Opsin 4 (melanopsin)	ipRGCs	− 3.70E−01	2.35E−02	− 1.54E−01	6.21E−01
*Jam2*	Junction adhesion molecule 2	J-RGCs	− 3.92E−03	9.83E−01	− 3.29E−02	8.06E−01
*Spp1*	Osteopontin	alpha RGCs	5.11E−01	2.00E−02	− 6.05E−01	2.19E−04
*Kcng4*	Potassium voltage-gated channel, subfamily G, member 4	alpha RGCs	− 8.92E−02	5.28E−01	1.24E−02	9.60E−01
*Cartpt*	Potassium voltage-gated channel, subfamily G, member 4	ooDSGC	− 3.16E−01	1.58E−01	− 6.04E−02	7.74E−01

### Glia are activated in the retina at 1 week after bTBI

The changes in some of the glial transcripts observed by RNA-Seq were confirmed at the protein level, in particular those for the *Aif1* transcript corresponding to the protein AIF-1/IBA1 in microglia and the *Gfap* transcript corresponding to GFAP in astrocytes and Müller glia. The microglia in whole-mount retinas were stained with anti-IBA1 (Fig. 7a,b) at 1 week after injury, and the total number of IBA1^+^ cells was significantly increased (223 ± 60.97 cells/mm^2^ vs 166 ± 46.18 cells/mm^2^, *p* = 0.0494). To assess the activation of astrocytes and Müller glia, retinal whole mounts were stained with anti-GFAP (see Fig. 7c,d). The percent area of the inner retinal layer that was stained by the GFAP antibody was significantly larger in the bTBI- vs sham-treated retinas (34.02 ± 4.66% vs 17.97 ± 1.94 cells/mm^2^, *p* = 0.0005).

**Figure 7:**
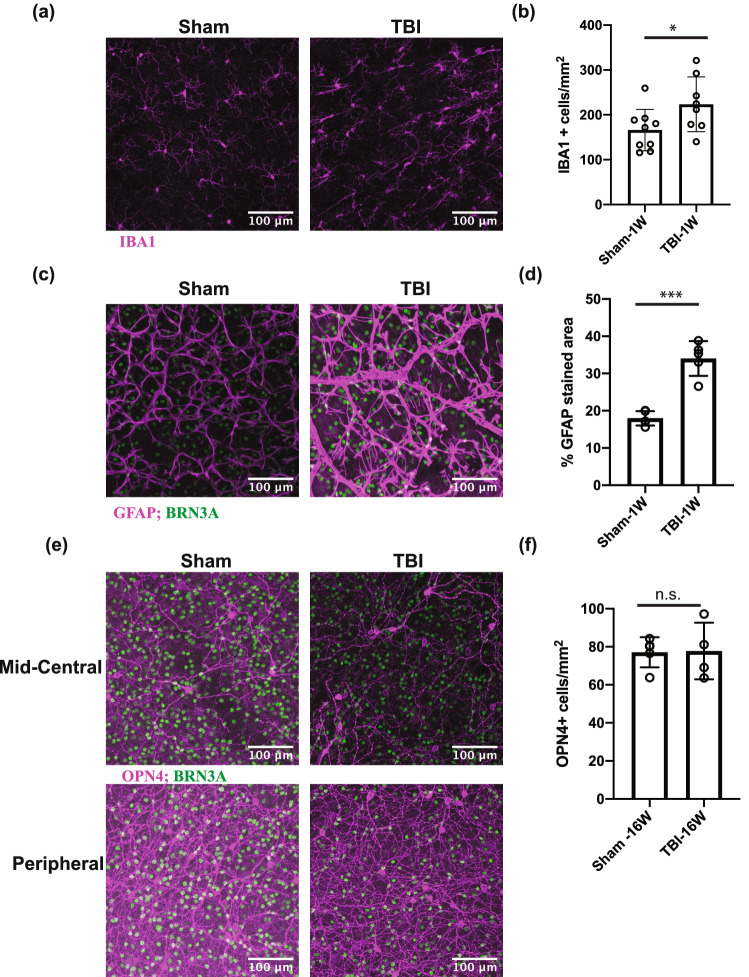
Blast-mediated injury resulted in a significant increase in the number of microglia in the retina within one week. (**a**) Images from the mid-central area of whole-mount retinas stained with anti-IBA1 antibody (pink) at 1 week (1 W) post-injury, for sham and bTBI-treated mice. (**b**) Quantification of IBA1^+^ cells at 1 W after injury. (**c**) Images from the mid-central area of whole-mount retinas stained with anti-GFAP antibody (pink) and anti-BRN3A antibody (green) at 1 W post-injury, for sham and bTBI-treated mice. (**d**) Quantification of GFAP^+^ area 1 W after injury. (**e**) Images from the mid-central and peripheral areas of whole-mount retinas stained with anti-OPN4 antibody (pink) and anti-BRN3A antibody (green) at 16 weeks (16 W) post-injury for sham and bTBI-treated mice. (**f**) Quantification of OPN4^+^ positive cells at 16 W after injury. Bars represent mean ± SD and each data point represents a biological sample; unpaired two tailed *t*-test analysis with Welch’s correction, *p < 0.05, ***p<0.001, *n.s.* not significant. The images were processed in Fiji^111^, the graphs were generated in Prism 8 software and the figure was assembled in Adobe Illustrator CC 2014.

### The number of OPN4^+^ retinal ganglion cells is not affected by bTBI

To further confirm the changes at transcript level, we also analyzed the changes in a protein corresponding to a transcript that did not change (*Opn4*), as a negative control. In particular, we determined the density of RGCs expressing melanopsin (OPN4), i.e., the intrinsically photosensitive RGCs (ipRGCs). Furthermore, the RGCs that express melanopsin, mostly do not express BRN3A, and are thought to play a role in photophobia, one of the common outcomes of TBI^33^. IpRGCs were quantified in whole-mount retinas at 16 weeks post-bTBI (Fig. 7e,f). The density of these cells did not differ significantly in injured vs sham mice (77.77 ± 14.90 cells/mm^2^ vs 77.10 ± 7.92 cells/mm^2^, *p* = 0.9390).

## Discussion

Collectively, our data indicate that the earliest structural damage in the blast injury model is damage to RGC axons, and molecularly, there is a loss of RGC marker expression and an increase in glial markers expression. These changes were detectable at 1-week post-bTBI. 

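Pou4f1 (ENSMUSG00000048349.9) lies on chromosome 14 of GRCm38 from 104461676 to 104467999. Its level at 1 week was 38.2 ± 1.54 CPM (SD, n = 6) in sham and 27.0 ± 3.33 CPM (SD, n = 6) in bTBI retinas, which is 70.8% of the sham mean. This is a log2 fold change of -0.49 (standard error 0.07, adjusted p = 0.000540), and 6 of 6 bTBI retinas were below every sham retina. At 5 weeks the level was 25.1 ± 1.22 CPM (SD, n = 6) in sham and 15.5 ± 3.08 CPM (SD, n = 6) in bTBI retinas, or 61.7% of sham (log2 fold change -0.69, standard error 0.10, adjusted p = 0.000275). The effects at the timepoints differed by -0.19 on the log2 scale (adjusted p = 0.794 for the difference). The score of the 13 pan-RGC markers of Table 4 was 6.27 ± 0.10 (SD, n = 6) in sham and 5.62 ± 0.24 (SD, n = 6) in bTBI retinas at 1 week. With a prior variance that does not follow the expression level Pou4f1 did not pass at 5 weeks (adjusted p = 0.00888 [0.000116 to 0.00888 over the alternatives]).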

The level of the BRN3A-encoding transcript (*Pou4f1*) was also decreased at 1-week post-bTBI (to 71%), along with those of transcripts encoding pan markers of RGCs. Because the loss of BRN3A and RBPMS immunoreactivity at 1-week post-bTBI was not accompanied by a loss of total cellularity in the ganglion cell layer, this initial loss of BRN3A and RBPMS immunolabeling presumably represents a stress-related loss of the expression rather than cell death. 

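Genes of microglial identity were higher at 1 week as a group. Their score, the mean of log2(CPM + 1), was 2.81 ± 0.19 (SD, n = 6) in sham and 3.92 ± 0.45 (SD, n = 6) in bTBI retinas, each bTBI retina above each sham retina (exact permutation test, two-sided, p = 0.00216, the smallest p that 6 against 6 allow). Of 19 measured microglial genes, 13 were higher over all genes and 19 when adjusted over the list alone, at a median log2 fold change of 1.07 (adjusted p = 0.0275 with an estimated correlation). Members that did not pass over all genes include P2ry12, the purinergic receptor of resting microglia, with a log2 fold change of 0.63 (adjusted p = 0.0193), and Csf1r, the receptor that microglia need to survive, with 0.46 (adjusted p = 0.0459). The highest microglial score, 4.64, was that of bTBI replicate 3, which also has the most myelin transcripts. Müller glia were followed by 17 genes of their resting functions, such as Glul, the glutamine synthetase, at a log2 fold change of -0.23 (adjusted p = 0.0266), and Rlbp1, a retinal-binding protein, at -0.20 (adjusted p = 0.246). Of these genes 0 passed in limma over all genes (9 at an unadjusted p under 0.05) and 3 were higher when adjusted over the list alone (adjusted p = 0.127 with an estimated correlation). 13 of the 17 had a positive log2 fold change, at a median of 0.16 (0.09 without both lens-rich bTBI retinas), and the score was 7.82 ± 0.09 (SD, n = 6) in sham and 7.96 ± 0.07 (SD, n = 6) in bTBI retinas, with 4 of 6 bTBI retinas above every sham retina (exact permutation test, two-sided, p = 0.0108). Without both lens-rich bTBI retinas 5 microglial genes passed, at a median log2 fold change of 1.17. Without sham replicate 2, 3 or 5 the number was 7, 8 or 7.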

The retinal transcriptome at 1-week post-bTBI revealed many changes associated with microglia and macroglia (Müller glia and astrocytes) and immunohistochemical analysis confirmed some of these changes. By 5-weeks post-bTBI, the results from all of our cellular assays were congruent, indicating that ~ 25% of the BRN3A^+^ RGC population and axons were lost; these numbers increased slightly (to 30%) by 17 weeks. In sum, these data show that axons are lost early after injury, before RGC somas are lost, and glia are involved in the damage induced by bTBI in the retina.

This study reports a timeline for the loss of RGCs, axons, and cells of the retinal GCC (Fig. 3e), as well as in vivo changes in the retinal ganglion cell layer and an analysis of the retinal transcriptome in a mouse model of bTBI. Interestingly, much of the damage occurred between 1 day and 1 week, and both microglia and macroglia seemed to be active during this period. By 5 weeks most of the axons and RGCs had been lost and macroglia and microglia activity appeared to have subsided. Nevertheless, neurodegeneration continued, mostly in the optic nerve, where the number of degenerating myelinated axons remained high. By 17 weeks, in contrast, there was no significant difference in the percentage of degenerating myelinated axons in bTBI- and sham-treated optic nerves. Thus, whereas vision defects in humans exposed to mild-bTBI are thought to take a long time to develop, our current data show that rapid biological changes can cause irreversible loss of neurons. How these changes correlate to higher order visual processing, and whether they are exacerbated by advancing age, are important questions to answer in future work.

Several studies using the same chamber have consistently found RGC damage^19–21,34^, but most have only examined a limited number of timepoints, with the earliest timepoint previously documented to have RGC loss being 5 weeks post-injury^20^. Some studies using the same chamber have used different PSI pressures, or varied the number of exposures, blurring the ability to make comparisons^22,24^. Previous work in our model, reported a reduction of 14.9% in total density of cells in the RGC layer at 16 weeks, when both eyes were assessed^19^ for a single exposure for the injured mice compared to sham (quantified in whole-mount retinas). Meanwhile, the density of BRN3A^+^ RGCs at 16 weeks after injury^20^ decreased by 27.3% when the eye exposed directly to the overpressure wave was assessed. For multiple exposures with a 1-week inter-exposure interval, the density of BRN3A^+^ RGCs was reduced by 21.96%, and for a 1-h inter-exposure interval it was reduced 14.4%, in the retinas of eyes exposed to blast compared to their sham treated controls^20^ (quantified in whole-mount retinas). Thus, when accounting for the differences in procedures of the past experiments, the end-stage of damage currently reported in this study is similar in scale to previous work.

Damage to RGC and optic nerve have not been consistently studied in other mouse models of blast injury. In some models, only RGC loss was reported^34,35^, while some of the mouse models of blast injury are characterized by traumatic optic neuropathy and can be used to model indirect traumatic optic neuropathy in the context of head trauma^36–38^. Other models of indirect trauma-induced injury of the optic nerve use external ultrasound energy instead of an air blast^39,40^. For example, loss of RGCs was reported in a mouse model using a shock tube generating a pressure of 269 kPa (39 PSI) to expose the top of the head to the pressure wave, the RGC layer had 33.4% fewer cells at 24 days after exposure^34^ (quantified by H&E staining of retinal sections). Damage to the retina and optic nerve, including a decrease in the number of axons, were reported in a model of ocular blast injury^35,41–44^. For example, in the ocular blast (50 PSI) injury model, RGC loss was observed by quantifying an ~ 16% decrease in Thy1-CFP^+^ RGCs^35^ at 6 weeks after injury (quantified in whole-mount retinas). A recent study using the ocular blast injury model with multiple exposures to 15 PSI blasts quantified simultaneously the loss cells from the RGC layer and of axons at multiple time^45^. The authors reported a significant loss of cells in the ganglion cell layer starting two days after injuries as quantified using a nuclear stain DAPI, but no further cell loss up to 30 days post-injury. The loss of myelinated axons determined by PPD staining, was also significant at 2 days post injury and it continued up to 30 days after, with the peak of degeneration observed at 2 weeks^45^. Similar to what we observed in our model, the loss of cells and axons starts early after injury in the mouse model of ocular blast injury, and the loss of axons seems to take longer to complete than the loss of cell soma.

A comparison of our mild bTBI model with other mouse models characterized by RGC dysfunction and loss, such as optic nerve crush (ONC), shows similarities with respect to both the molecular and structural changes that are triggered^46–50^. ONC models direct optic nerve injury and is used for the study of traumatic optic neuropathy and glaucoma. For example, quantification of RGCs and axons after ONC showed that: at 1 day post ONC, a small but significant number of axons, but not RGCs, were lost; at 3 days, RGC loss was significant but still lagged behind the loss of axons; and at 7 days the losses of RGC soma and axons were similar^47^. That study did not report loss of cells from the ganglion cell layer, but analysis by SD-OCT showed that at 7 days post ONC the thickness of the GCC did not differ significantly in the injured vs sham-treated eyes^47^. Our observations in the bTBI model are similar to those for the ONC model with respect to both the histology and the SD-OCT analysis at the 1-week timepoint.

Another similarity between the outcomes of our mild bTBI model and ONC models is that the susceptibility of RGCs to injury varies by subtype, of which 40 have been identified based on functional and transcriptomic characteristics^49,51^. 

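Opn4, the melanopsin gene, was at 9.15 ± 0.926 CPM (SD, n = 6) in sham and 7.06 ± 0.582 CPM (SD, n = 6) in bTBI retinas at 1 week, a log2 fold change of -0.33 (standard error 0.08, adjusted p = 0.0207), with 6 of 6 bTBI retinas below every sham retina. At 5 weeks it was at 4.94 ± 0.643 and 4.46 ± 0.187 CPM (SD, n = 6 each) in sham and bTBI retinas, a log2 fold change of -0.12 (standard error 0.08, adjusted p = 0.705). Kcng4, a modulatory potassium channel subunit, was at 39.2 ± 2.03 and 36.9 ± 3.25 CPM (SD, n = 6 each) in sham and bTBI retinas at 1 week (log2 fold change -0.09, adjusted p = 0.541). At 5 weeks Kcng4 was at 26.9 ± 1.55 and 27.1 ± 0.829 CPM (SD, n = 6 each), a log2 fold change of 0.01 (adjusted p = 0.966). Neither gene passed the threshold of 0.005 at either timepoint. Opn4 passed it at 1 week with all 24 retinas in a single fit (adjusted p = 0.00446 [0.00446 to 0.0596 over the alternatives]), and the sign of Kcng4 at 5 weeks turns without sham replicate 6 (log2 fold change -0.01).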

In both ONC and the bTBI model, cells expressing markers for intrinsically photosensitive RGCs (*Opn4*) or alpha-RGCs (*Kcng4*) seem to be more resilient to injury^49,50,52,53^ (Figs. 6b, 7e,f).

Analysis of the retinal transcriptome was also consistent with our observation that most of the damage induced by bTBI in our model takes place early. We chose 1-week post bTBI as the first timepoint because the RGCs were damaged and axons were degenerating, and 5 weeks post bTBI because by then most of the RGCs were already lost, but some axons were still in the process of degenerating. Strikingly, the differences in the distributions of the upregulated and downregulated transcripts at the two timepoints were large. 

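Of 151 genes that were higher at 1 week and stand in both tables, 135 had a positive log2 fold change at 5 weeks, and their median was 0.92 at 1 week and 0.13 at 5 weeks. Examples are Psmb8, a subunit of the immunoproteasome, with log2 fold changes of 1.13 (adjusted p = 0.000174) and 0.10 (adjusted p = 0.856), and 6430562O15Rik, an uncharacterized transcript, with 0.95 (adjusted p = 7.87e-05) and 0.08 (adjusted p = 0.705). Without any 1 retina the values at 5 weeks ran from 0.04 to 0.17 for Psmb8 and from 0.05 to 0.10 for 6430562O15Rik. All 147 genes that were lower at 1 week had a negative log2 fold change at 5 weeks, with medians of -0.44 and -0.30. An example is Cend1, a neuronal differentiation protein gene, which fell by 0.57 (adjusted p = 0.000238) and fell by 0.39 (adjusted p = 1.16e-05). The table of 5 weeks lacks 38 of the 189 higher genes, so these could not be followed.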

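The higher genes of 1 week include H2-D1, a class I major histocompatibility gene, at 134 ± 21.0 CPM (SD, n = 6) in bTBI and 73.9 ± 6.93 CPM (SD, n = 6) in sham retinas (log2 fold change 0.84, adjusted p = 0.000238), and Edn2, which encodes endothelin 2, at 4.63 ± 2.26 and 0.634 ± 0.200 CPM (SD, n = 6 each), a log2 fold change of 1.70 (adjusted p = 0.000292). Higher genes made up 56.2% of the 336 genes past the threshold at 1 week and 1.50% of the 133 at 5 weeks. With the libraries scaled by the median of ratios or by their totals, higher genes made up 57.4% and 58.6% at 1 week and 1.56% and 1.34% at 5 weeks. The number of higher genes at 5 weeks was 1 to 3 when any 1 retina was left out, and 18 at an adjusted p under 0.05.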

At the 1-week timepoint, expression of 58.8% of the transcripts was increased in the bTBI vs sham retinas (197 out of 335), whereas at 5 weeks after injury the expression of only 2.3% of the transcripts was increased (4 out of 175). 

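Thy1 and Sncg, markers of RGCs, fell by 0.51 (adjusted p = 8.47e-06) and fell by 0.76 (adjusted p = 1.84e-06) on the log2 scale at 5 weeks. Apba1, an adaptor of synaptic vesicle release, fell by 0.39 at 1 week (adjusted p = 0.000275) and fell by 0.27 at 5 weeks (adjusted p = 0.000789), and Nat8l, which makes N-acetylaspartate in neurons, fell by 0.50 (adjusted p = 0.000271) and fell by 0.38 (adjusted p = 0.000239). Among the genes in both tables, 147 were lower at 1 week and 131 at 5 weeks, and the 87 that were lower at both are 59.2% and 66.4% of these, where 1.33 would be shared by chance (Fisher's exact test across genes, which are not independent, p = 4.06e-153). Of the 131 genes lower at 5 weeks 128 had a negative log2 fold change at 1 week, with medians of -0.45 at 1 week and -0.39 at 5 weeks. For the 13 pan-RGC markers the median difference between the effects at the timepoints was -0.01 on the log2 scale, and for 14 further RGC markers it was 0.01 (adjusted p = 0.971 for either list with an estimated correlation). With a prior variance that does not follow the expression level Apba1 and Nat8l did not pass at 5 weeks (adjusted p = 0.0164 [0.000192 to 0.0164 over the alternatives] and 0.00825 [5.08e-05 to 0.00825]).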

The transcripts that were downregulated at both timepoints (96 out of 137 at 1 week, and 171 out of 175 at 5 weeks, post injury; Supplementary Table S5 online) belong to similar pathways that are related to RGCs and to synaptic processes. This analysis suggests that the processes that occur at 1 week, including the activation of microglia and macroglia, are completed by 5 weeks after injury. 

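In the test of the difference between the timepoints, the effect of bTBI was lower at 5 weeks than at 1 week for 15 of 14455 genes and higher for 0. Of these 15 genes 13 were higher at 1 week. They include C1qc, a subunit of complement C1q, with a difference of -1.63 on the log2 scale (adjusted p = 0.00387), the interferon-induced Gbp2 with -1.60 (adjusted p = 0.000645), Stat3, a transcription factor of glial reactivity, with -0.65 (adjusted p = 0.00185), and Ecel1 with -2.19 (adjusted p = 0.000807). At an adjusted p under 0.05 the effect differed for 111 genes, and at an unadjusted p under 0.05 in limma for 1228. Of the 147 genes that were lower at 1 week 0 differed at an adjusted p under 0.005. The number of genes that differ was 111 without bTBI replicate 2 of 1 week, 43 without bTBI replicate 1 of 5 weeks, 31 without sham replicate 4 of 1 week and 9 without bTBI replicate 3 or 5 of 5 weeks. The paper proposes that what occurs at 1 week, glial activation among it, has come to an end by 5 weeks.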

In combination with the structural analysis, the evaluation of the retinal transcriptome indicates that in the mouse model of bTBI, the time-window for the prevention of the majority of cell and axon loss, and for the glial activation, is the first week after injury. Our examination of the retinal transcriptome also enabled us to determine whether retinal cells other than RGCs were lost. The analysis of the transcripts encoding cell type-specific markers indicated that only the RGC population was reduced after bTBI in our model, consistent with findings from earlier studies^19–21^.

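The gene lists of other retinal neurons had medians near 0 at 1 week, when the median log2 fold change was -0.55 for the pan-RGC markers. It was 0.04 for 18 rod genes, -0.09 for 14 cone genes, -0.05 for 18 bipolar cell genes, -0.05 for 15 amacrine cell genes and -0.12 for 7 horizontal cell genes. Of these genes 0 passed in limma over all genes (2, 1, 2, 2 and 2 had an unadjusted p under 0.05), and 1, a cone gene, when adjusted over the list alone. With an estimated correlation the adjusted p was 0.541 for rods, 0.402 for cones, 0.405 for bipolar, 0.411 for amacrine and 0.402 for horizontal cells. Without bTBI replicate 1 or 5 the amacrine median was -0.03 or -0.08. At 5 weeks the medians were 0.06, 0.01, 0.03, 0.03 and -0.01 in the same order, and 0 of the genes passed over all genes or when adjusted over the list alone, with 5, 3, 4, 0 and 2 at an unadjusted p under 0.05 (adjusted p = 0.121, 0.985, 0.506, 0.433 and 0.962 with an estimated correlation). The rod genes, such as Gnat1, the rod transducin, with a log2 fold change of 0.05 (adjusted p = 0.757) at 5 weeks, had a higher score in 6 of 6 bTBI retinas than in any sham retina at 5 weeks (exact permutation test, two-sided, p = 0.00216). Resting astrocytes, with 6 genes, had medians of 0.24 at 1 week and 0.05 at 5 weeks (adjusted p = 0.133 and 0.549 with an estimated correlation), and 0.10 at 1 week without bTBI replicate 3. For 13 genes of endothelial cells and pericytes the medians were 0.07 and 0.05 (adjusted p = 0.326 and 0.121 with an estimated correlation), and 0.03 at 5 weeks without sham replicate 1. Of the astrocyte and vascular genes 0 passed at either timepoint over all genes, and 0 when adjusted over the list alone, with 2 and 3 at 1 week and 2 and 2 at 5 weeks at an unadjusted p under 0.05.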

Activation of glia within the retina is thought to play an important role in retinal injury resulting from damage to the optic nerve^54^, and the transcriptome analysis of the injured retinas in our model of bTBI along with immunohistochemical staining indicate that glia play a similar role in this setting. Furthermore, involvement of microglia, astrocytes, and Müller glia (the main macroglia of the neural retina) in the development of retinal damage after exposure to blast is consistent with other reports in the literature. Rodent studies of both blast-induced trauma models and indirect traumatic neuropathy models have reported changes in the numbers of astrocytes and microglia present in the brain^55^, retina, and optic nerve^35,42,56–58^. The numbers of microglia, astrocytes, and Müller cells were also elevated in retinas of mice exposed to multiple blasts in the same enclosed chamber that we used, at 1-week post injury^22^.

GFAP has been proposed as a biomarker in humans for TBI^59–61^, including bTBI^62–64^. Activation of astrocytes and Müller glia in the retinas of mice exposed to blast is indicated by an increase in the markers *Vim* (Müller glia), *Gfap* and *Nes* (Müller glia and astrocytes)^65,66^. 

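A wider list of reactive macroglial genes, 3 of which the paper names, was also higher at 1 week. Of 23 measured genes, 12 were higher over all genes and 15 when adjusted over the list alone, at a median log2 fold change of 0.78 (adjusted p = 0.0258 with an estimated correlation). Stat3 had a log2 fold change of 0.83 (standard error 0.09, adjusted p = 0.000192) and was at 112 ± 19.1 CPM (SD, n = 6) in bTBI and 62.0 ± 3.56 CPM (SD, n = 6) in sham retinas. Serpina3n, a protease inhibitor of reactive astrocytes, had a log2 fold change of 2.43 with an adjusted p of 0.0111, and Lcn2, the iron carrier lipocalin 2, of 0.06 (adjusted p = 0.895). The score of the list was 3.81 ± 0.20 (SD, n = 6) in sham and 4.69 ± 0.30 (SD, n = 6) in bTBI retinas, with 6 of 6 bTBI retinas above every sham retina. Its highest value, 5.15, was that of bTBI replicate 3, the retina with the highest oligodendrocyte score. The number of genes that passed was 7 without sham replicate 2, the same without sham replicate 3, 5 or 6, and 7 with a prior variance that does not follow the expression level.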

Müller glia are considered the main regulators of neuronal signaling in the retina and they are thought to be either beneficial (provide neuroprotection) or destructive, depending on the situation^65,67,68^. The observed increases in levels of transcripts that are characteristic of activated macroglia and in GFAP staining at 1-week post injury (when RGC damage is developing) and the normalization of the transcript levels at 5 weeks (after most RGC damage has occurred) are strong indications that macroglia play a role in the retinal damage that follows bTBI and that this should be further explored.

Besides the involvement of macroglia, the analysis of the retinal transcriptome also suggested that microglia have a role in the processes that take place after bTBI in the retina. The increase in the number of IBA1^+^ cells observed in the whole mount retinas at 1-week post-injury (Fig. 7) confirmed that hypothesis. Microglia can protect against transient pathophysiological insults and are thought to help maintain the structure and function of synapses, yet in diseased states they can contribute to neurodegeneration^69,70^. In mouse models of glaucoma, microglia: are activated before RGCs are lost; can express proinflammatory cytokines and molecules from the complement pathway capable of opsonizing synapses; and can phagocytose RGCs^69,70^. In our bTBI model several members of the complement pathway were expressed at higher levels, i.e., *C1qa*, *C1qb* and *C1qc*, *C1ra* and *C4b* (Supplementary Table S3 online). 

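All 3 subunits of C1q, the molecule that starts the classical complement pathway, were higher at 1 week. C1qa was at 38.7 ± 22.9 CPM (SD, n = 6) in bTBI and 10.0 ± 2.45 CPM (SD, n = 6) in sham retinas, C1qb at 42.8 ± 22.1 and 11.8 ± 3.26 CPM and C1qc at 36.2 ± 17.5 and 8.69 ± 1.59 CPM (SD, n = 6 each). The log2 fold changes were 1.68 for C1qb (standard error 0.26, adjusted p = 0.000948) and 1.82 for C1qc (standard error 0.24, adjusted p = 0.000373). C1ra, a protease bound to C1q, had a log2 fold change of 0.77 (standard error 0.14, adjusted p = 0.00353) and C4b, which C1 cleaves, of 2.40 (standard error 0.32, adjusted p = 0.000385). C3, the component on which the pathways meet, had a log2 fold change of 1.12 (adjusted p = 0.127). Of 16 measured complement genes, 5 of which the paper names, 7 were higher over all genes and 8 when adjusted over the list alone, at a median of 0.91 (adjusted p = 0.0275 with an estimated correlation). At 5 weeks the log2 fold changes were 0.20 for C1qb, 0.19 for C1qc, 0.08 for C1ra and 0.39 for C4b (adjusted p = 0.426, 0.607, 0.911 and 0.312), and without bTBI replicate 1 0.00275 for C1ra and 0.21 for C4b. Of 15 complement genes 0 passed in limma at 5 weeks over all genes (5 at an unadjusted p under 0.05) and 0 when adjusted over the list alone (adjusted p = 0.364 with an estimated correlation). The effects on the list differed between the timepoints by a median of -0.70 on the log2 scale (adjusted p = 0.00756 with an estimated correlation). The complement score was highest, at 4.10, in bTBI replicate 3, the retina rich in myelin transcripts. Without both lens-rich bTBI retinas 2 of the complement genes passed at 1 week, and 4 passed without sham replicate 2 or without sham replicate 5. C1ra lost the threshold in 10 of the 12 fits without 1 retina, and C1qa and C1qb with a robust prior (adjusted p = 0.0118 [4.87e-06 to 0.0118 over the alternatives] and 0.00801 [2.20e-06 to 0.00801]).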

The complement system is a component of the innate immune response, and it participates in inflammatory responses. It has been also been reported to be dysregulated in models of diseases that involve the death of RGCs, for example glaucoma^71–75^. Elevations in levels of components of the complement system were also detected in the cerebrospinal fluid of human TBI patients^76,77^ and the complement system is thought to play a role in TBI^64,78–81^. The C1 proteins can participate in the clearance of pathogens and dead cells, and the heterotrimeric C1q molecule binds to damaged synapses, marking them for opsonization and phagocytosis. Phagocytosis is one of the biological processes for which blast exposed retinas are enriched at 1-week post bTBI (Fig. 5a), and synaptic processes are affected at both 1 week and 5 weeks (Supplementary Fig. S3 online) after injury. These findings are consistent with microglia participating in the removal of damaged RGCs, as well as of vulnerable synapses in the retinas of mice exposed to blast. 

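Genes of phagocytic and activated microglia and macrophages were higher in bTBI retinas at 1 week. Mmp12, which breaks down elastin, was above every sham retina in 6 of 6 bTBI retinas, and so was Cd180, at 3.59 ± 1.08 CPM (SD, n = 6) in bTBI and 0.571 ± 0.214 CPM (SD, n = 6) in sham retinas. Of 14 measured genes of this list, 6 were higher over all genes and 10 when adjusted over the list alone, at a median log2 fold change of 1.24 (adjusted p = 0.0258 with an estimated correlation). Members that did not pass over all genes include the lysosomal membrane protein gene Cd68, with a log2 fold change of 1.32 (adjusted p = 0.0124), Lgals3, which encodes galectin 3, with 1.16 (adjusted p = 0.0214), and Cd74, the chaperone of class II histocompatibility molecules, with 1.50 (adjusted p = 0.0550). The score was 2.34 ± 0.26 (SD, n = 6) in sham and 3.48 ± 0.47 (SD, n = 6) in bTBI retinas. Of the genes 2 passed without both lens-rich bTBI retinas, and over the alternatives the median log2 fold change ran from 0.81 to 1.67.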

Based on our results, in this model glia may initiate the cell death or respond to the insult in the retina after bTBI, but seem to not be involved in a chronic response.

Dysfunction in synaptic transmission and reduction in the expression of synaptic proteins have been reported in other models of blast-induced TBI in the brain^82–85^, the retina^86^ and the auditory system^87^. Nevertheless, information about the molecular changes that occur at synapses after exposure to blast is scant. 

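Voltage-gated sodium and potassium channel genes were lower in bTBI retinas at both timepoints. Of 28 measured at 1 week, 8 were lower over all genes and 15 when adjusted over the list alone, at a median log2 fold change of -0.30 (adjusted p = 0.0402 with an estimated correlation). Of 27 measured at 5 weeks, 8 were lower over all genes and 13 when adjusted over the list alone, at a median of -0.20 (adjusted p = 0.0169 with an estimated correlation). Scn4b, a sodium channel beta subunit, fell to 38.3% of the sham mean at 1 week and to 48.5% at 5 weeks. Members outside the threshold include Scn8a, a sodium channel of the axon initial segment, with log2 fold changes of -0.38 (adjusted p = 0.00944) at 1 week and -0.06 (adjusted p = 0.646) at 5 weeks, and Scn3a, another sodium channel, with -0.07 (adjusted p = 0.706) and -0.08 (adjusted p = 0.680). The effects on the list differed between the timepoints by a median of 0.10 on the log2 scale (adjusted p = 0.233 with an estimated correlation). Without both lens-rich bTBI retinas 2 passed at 1 week, at a list adjusted p of 0.0847 with an estimated correlation, and 5 (sham replicate 2) to 14 (bTBI replicate 2) passed without any 1 retina, the list losing its call with an estimated correlation in 6 of these 12 fits. At 5 weeks 1 passed with all 24 retinas in a single fit and 4 to 10 passed without any 1 retina, and Scn4b lost the threshold in that single fit at 5 weeks and with a robust prior at 1 week (adjusted p = 0.00514 [1.27e-05 to 0.00514 over the alternatives] and 0.00563 [1.27e-05 to 0.0116]).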

In our model, synaptic processes and the regulation of membrane potential were affected (Fig. 5b,6e). For example, the transcripts of several components of the SNARE complex, which is involved in the vesicle docking and neurotransmitter release, were expressed at lower levels (Supplementary Tables S1 and S2 online). 

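Vamp1, the vesicle SNARE synaptobrevin 1 (ENSMUSG00000030337.16), fell most in this group at 1 week. It was at 105 ± 7.97 CPM (SD, n = 6) in sham and 48.7 ± 15.6 CPM (SD, n = 6) in bTBI retinas at 1 week, a log2 fold change of -1.14 (standard error 0.15, adjusted p = 0.000334). At 5 weeks it was at 123 ± 5.48 and 85.9 ± 4.29 CPM (SD, n = 6 each), a log2 fold change of -0.51 (standard error 0.04, adjusted p = 2.34e-07). The effects differed by 0.63 on the log2 scale (adjusted p = 0.0632 for the difference). Of 28 SNARE and synaptic vesicle genes, 9 were lower at 1 week over all genes and 11 when adjusted over the list alone, at a median log2 fold change of -0.19. At 5 weeks 8 and 11 were lower, at a median of -0.07 (adjusted p = 0.0258 and 0.0499 with an estimated correlation). Vamp2, the other main vesicle SNARE, had log2 fold changes of -0.07 (adjusted p = 0.582) and -0.01 (adjusted p = 0.936), and Syt1, the calcium sensor of release, of -0.04 (adjusted p = 0.849) and 0.03 (adjusted p = 0.825). At 1 week 3 passed without both lens-rich bTBI retinas. At 5 weeks 4 to 9 passed without any 1 retina, 4 with all 24 retinas in a single fit and 2 with a prior variance that does not follow the expression level, the list lost its call with an estimated correlation in 11 of the 12 fits without 1 retina, and Vamp1 did not pass in that single fit (adjusted p = 0.0128 [3.35e-09 to 0.0128 over the alternatives]).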

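Shank3 (ENSMUSG00000022623.15) had a log2 fold change of -0.39 at 1 week (standard error 0.11, adjusted p = 0.0367), with 5 of 6 bTBI retinas below every sham retina, and fell by 0.35 at 5 weeks (standard error 0.06, adjusted p = 0.00226), with 6 of 6 below. Its level was 31.0 ± 1.59 CPM (SD, n = 6) in sham and 24.2 ± 2.64 CPM (SD, n = 6) in bTBI retinas at 5 weeks. Shank1 (ENSMUSG00000038738.15) had log2 fold changes of -0.16 at 1 week (standard error 0.05, adjusted p = 0.0852) and -0.20 at 5 weeks (standard error 0.04, adjusted p = 0.0101), with 2 and 6 of 6 bTBI retinas below every sham retina. Both genes encode scaffolds of the postsynaptic density. Dlgap3, which links Shank proteins to that density, fell by 0.43 at 1 week (adjusted p = 0.000238) and fell by 0.34 at 5 weeks (adjusted p = 0.000156). Of 15 scaffold genes, 1 was lower at 1 week over all genes and 1 when adjusted over the list alone, while 2 and 3 were lower at 5 weeks (adjusted p = 0.133 and 0.121 with an estimated correlation). Shank3 lost the threshold at 5 weeks in 7 of the 12 fits without 1 retina and with all 24 retinas in a single fit (adjusted p = 0.0459 [0.000750 to 0.0459 over the alternatives]), and passed it at 1 week without bTBI replicate 2 (log2 fold change -0.49) and in that single fit (adjusted p = 0.00390 [0.00390 to 0.190]).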

Other transcripts that are expressed at lower levels in the synapses of our model are *Shank1* and *Shank3*, scaffolding proteins present at excitatory synapses^88^ that have been implicated in neuropsychiatric disorders^89,90^. This is similar to findings from other models of TBI such as fluid percussion^91^, and controlled cortical impact^92^.

Our study has several caveats. One is that the loss of axons in the optic nerve was determined at a single discrete location rather than along the whole length of this structure. Analysis of the whole optic nerve would enable an evaluation of the directionality of the damage, which will be important to establishing the mechanism underlying optic-nerve damage in this context. The second caveat is that only myelinated axons are quantified by PPD staining. Notably, the proportion of unmyelinated axons in mature mice has been estimated to be between 9 and 12% depending on the age of the mouse^93^, therefore by analyzing the myelinated axons we expect to be evaluating the majority of RGC axons. Nevertheless, it will be important to determine whether unmyelinated axons are also lost. In future studies we will aim to address both of these caveats.

A third caveat of this study regards the use of BRN3A as an immunohistochemical marker for RGCs, because previous studies suggested that it does not stain all RGCs. Recent studies that analyzed RGC transcriptome at single cell level showed that *Pou4f1* is expressed at some level in all RGC subtypes^49,94^. Immunohistochemical studies suggest that in mouse retinas the BRN3A antibody binds to 80–90% of RGCs^27,95–97^ and that by using this antibody not all types of RGCs are visualized. It has also been suggested that BRN3A is a flawed phenotypic marker for RGCs because the decrease in BRN3A expression as determined by western blot is significant, while the loss in the number of cells at the same time-point is not^95,97^. Nevertheless, multiple studies showed that BRN3A counts are accurate after optic nerve crush when compared to Fluorogold counts^48,50^. To account for these issues and to verify our methodology, in a different group of mice we performed a simultaneous staining with two RGC markers, RBPMS and BRN3A, for the 1-week time-point after bTBI (Supplementary Fig. S2 online). The quantification showed comparable loss of cells expressing the RGC markers, similar to what we observed at transcript level for *Rbpms* and *Pou4f1*. 

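Rbpms (ENSMUSG00000031586.16), an RNA-binding protein gene that marks RGCs, was at 36.9 ± 3.51 CPM (SD, n = 6) in sham and 25.9 ± 4.46 CPM (SD, n = 6) in bTBI retinas at 1 week, which is 70.3% of the sham mean (log2 fold change -0.50, standard error 0.10, adjusted p = 0.00483). The bTBI retinas lay between 19.6 and 33.0 CPM and the sham retinas between 34.4 and 42.9 CPM. For Pou4f1, which encodes BRN3A, the bTBI retinas lay between 23.9 and 33.2 CPM and the sham retinas between 35.7 and 40.2 CPM. At 5 weeks Rbpms was at 63.8% of the sham mean (log2 fold change -0.63, standard error 0.06, adjusted p = 1.84e-06). Rbpms lost the threshold at 1 week in 11 of the 12 fits without 1 retina, with the replicate number as a block (adjusted p = 0.0118 [0.000115 to 0.0158 over the alternatives]), in both other scalings of the libraries (adjusted p = 0.00519 [0.000115 to 0.0158] and 0.00738 [0.000115 to 0.0158]) and without both lens-rich bTBI retinas (adjusted p = 0.0158 [0.000115 to 0.0158]).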

Given our results, and also that BRN3A is a nuclear protein and a larger number of BRN3A^+^ RGCs can be sampled and counted with semi-automated methods, we continued using BRN3A as an RGC marker. Also, to account for the possible lower BRN3A expression in dysfunctional RGCs, the counting protocol for the BRN3A^+^ cells did not exclude any cells based on intensity of staining, so even if they expressed less BRN3A they were included in the count.

We propose that bTBI leads to axon damage and loss before loss of the RGC soma. This is based on our observations that at 1-week post injury, the numbers of BRN3A^+^ and RBPMS^+^ RGCs in the retina and the number of axons in the optic nerve decrease, while there is a lack of an effect on the overall number of cells in the RGC layer. These findings indicate that the BRN3A^+^ and RBPMS^+^ RGCs are still present (as detected by H&E staining) but dysfunctional, and are not stained by the BRN3A and RBPMS antibodies. Although some of the cells detected by H&E could be microglia, our immunostaining results showed that the increase the number of these cells (IB1A^+^) was small (~ 60 cells/mm^2^) while the decrease in the number of BRN3A^+^ RGCs was larger (~ 550 cells/mm^2^). Thus, a majority of the extra cells stained with H&E were RGCs that no longer expressed BRN3A.

This study refines the timeline for the damage and loss of RGCs and axons in a mouse model of bTBI, and based on our results we propose that axonopathy precedes cell death during the development of the retinal damage associated with bTBI. Analysis of the retinal transcriptome and immunohistochemical staining provide information on the underlying molecular changes, suggesting that: both microglia and macroglia are involved; RGC subtypes respond differently to blast exposure; and only RGCs are affected in our model of bTBI. Future studies will build on these findings and further explore the molecular and cellular changes induced by exposure to blast in the visual system.

## Experimental methods

Animal studies were approved by Iowa City VA Health Care System Institutional Animal Care and Use Committee, in compliance with the PHS Policy on Humane Care and Use of Laboratory Animals, and conducted in accordance with The Association for Research in Vision and Ophthalmology Statement for the Use of Animals in Ophthalmic and Vision Research. This study was carried out in compliance with the ARRIVE guidelines. Adult same sex litter mates were housed together in individually ventilated cages (20 × 35 ×14 cm) up to five per cage based on weight. All the mice were maintained on a regular diurnal lighting cycle (12 light: 12 dark) with ad libitum access to food (7012 Harlan Teklad or other approved diet) and water. Temperature and humidity were maintained at species appropriate levels. A mixture of paper and wood chip was used for bedding. Enrichment material was provided daily, consisting of plastic, nylon and wood chews (Bio-Serv), compressed paper for nest building, plastic huts and sterile food treats hidden in their cages (Bio-Serv). Mice were housed in a modern, purpose-built vivarium under specific pathogen free conditions at the Veterans Affairs Health Care Center in Iowa City, Iowa which is accredited by AAALAC (Association for Assessment and Accreditation of Laboratory Animal Care International). Programs for effective sanitation, vermin detection and sentinel health surveillance are in place and the facility is supported by a laboratory animal veterinarian.

Male C57BL/6J mice (The Jackson Laboratory) were subjected to blast injury at 13–17 weeks of age. Mice not exposed to blast were treated in a similar manner, but not exposed to the blast wave, and they will be referred to as sham treated. All analyses were performed in the eye exposed directly to the blast wave. A total of 250 mice were used for the experiments described in this manuscript. Retinal BRN3A labeling and optic nerve PPD staining were performed in tissues from the same mice, in 4 cohorts of mice that were euthanized at 1 day (20 mice), 1 week (20 mice), 5 weeks (20 mice), and 17 weeks (20 mice) post injury. The SD-OCT, H&E staining of the retina and measurements of retinal area were performed in 3 other cohorts of mice euthanized at 1 week (30 mice), 5 weeks (20 mice), and 16 weeks (20 mice) post-injury. RNA sequencing was performed at 1 week (12 mice) and 5 weeks (12 mice) and quantitative reverse transcription PCR at 1 week (10 mice) and 5 weeks (10 mice). Immunostaining was performed at 1 week for IBA1 (17 mice), RBPMS (20 mice), GFAP (10 mice) and at 16 weeks for OPN4 (9 mice).

### Induction of blast injury

Mice were exposed to an overpressure wave of 20 PSI generated in an enclosed dual compartment chamber, as described previously^19,21,98^, using a Mylar membrane (Mylar A, 0.00142 gauge; Country Plastics, Ames, IA). A mouse was anesthetized with a combination of ketamine (45–50 mg/kg body weight, intraperitoneal, IP) and xylazine (8–9 mg/kg body weight, IP), and then placed in a padded protective restraint^19,21^ in the unpressurized side of the chamber. Only the left side of the unrestrained head was exposed directly to the overpressure wave. To prevent hypothermia, the mice were kept on a heating pad after injection of the anesthetic and during recovery from general anesthesia, but not during exposure to blast. Ocular complications related to anesthesia^99^ were minimized by reversing the effects of xylazine with yohimbine hydrochloride (1.5 mg/kg, IP). Also, immediately after recovery from the procedure, buprenorphine was administered as an analgesic (0.1 mL/20 g body weight, 0.003 mg/mL).

### Spectral domain optical coherence tomography (SD-OCT)

A Spectralis SD-OCT (Heidelberg Engineering, Vista, CA) imaging system coupled with a 25D lens for mouse ocular imaging (Heidelberg Engineering, Vista, CA) was used. Mice anesthetized with a ketamine (55–60 mg/kg, IP) and xylazine (10–10.5 mg/kg, IP) cocktail were kept on a heating pad to maintain body temperature. Pupils were dilated with 1% tropicamide ophthalmic solution. The cornea was moisturized with balanced saline before and during recording, and after with 0.3% hypromellose. Volume scans with a pattern size of 20^o^x25^o^ and 61B lines were recorded to quantify the thickness of the GCC (layers containing RGC bodies + axons + dendrites). Scans were analyzed by an individual blinded to the treatment of the mouse, in the superior retina (see Supplementary Fig. S3 online), and blood vessels were excluded from the calculation of GCC thickness.

### Tissue collection, histology and immunohistochemistry

Mice were euthanized with CO_2_ and transcardially perfused with Dubelcco’s phosphate buffered saline (DPBS; Gibco), followed by 4% paraformaldehyde solution in PBS. Whole eyes were enucleated, after which the posterior cups were dissected and fixed for 4 h in 4% PFA in PBS at 4 °C. The primary and secondary antibodies used for immunofluorescence staining are listed in Supplementary Table S6 online, along with the dilution, and incubation time and temperature at which they were used.

### Staining of retinas

For both immunohistochemical labeling of BRN3A and H&E staining of whole-mount retinas, previously published protocols were used^20,100,101^. The initial steps for both of these procedures were the same. Briefly, the posterior cups of the eyes were incubated in a 0.3% Triton-X100 solution in 1 × DPBS overnight at 37 °C (PBST), washed with DPBS. They were then incubated in a solution of 3% hydrogen peroxide and 1% monobasic sodium phosphate at room temperature for 20 min, after which the retinas were dissected and further incubated in 3% hydrogen peroxide and 1% monobasic sodium phosphate for a total of 3 h, followed by washes with DPBS.

For H&E staining, retinas were mounted on Fisherbrand Superfrost Plus Microscope Slides, and either air-dried or mounted with AquaMount overnight. Aquamount was removed by incubation in DPBS, just before the H&E staining. The air-dried retinas were stained as soon as they were dry. Briefly, after incubation in water for 1 min, the slides were stained for 1–1.5 min with Harris Hematoxylin, followed by 10 dips in two different water containers, 3 dips in acid alcohol (0.185% HCl in 70% ethanol), 10 dips in water, 1 min in Bluing reagent, 1 dip in water, 1 min in 80% ethanol, 1–2 dips in Eosin-Y alcoholic, 10 dips in two separate 95% ethanol containers, 10 dips in two separate 100% ethanol containers, and 10 dips in two separate xylene containers. Samples were them mounted in Surgipath MM24 Mounting Medium.

BRN3A immunostaining of RGCs was performed as described earlier^20,100^. The information on the antibodies and incubation conditions are included in Supplementary Table S6 online. Briefly, after washes with DPBS, retinas were incubated in PBST for 15 min at -80 °C (for permeabilization) and blocked in a solution of 2% normal donkey serum in PBST overnight. Retinas were incubated with primary anti-BRN3A antibody in 2% normal donkey serum, 1% Triton-X 100, and 1% dimethylsulfoxide for 48 h at 4 °C for, and with secondary antibody, Alexa Fluor 488 donkey anti-goat, for 4 h at room temperature. For double staining (anti-BRN3A with anti-RBPMS, anti-IBA1, anti-GFAP, or anti-OPN4), after incubation with anti-BRN3A, as described above, the second primary antibody was added over-night. The incubation with the secondary antibodies was also sequential. Cell nuclei were stained with TO-PRO-3 Iodide (1:1000) in DPBS by incubating for 20-min. Retinas were flat-mounted on Fisherbrand Superfrost Plus Microscope Slides, using ProLong Diamond Antifade Mountant, and cover-slipped.

### Quantification of BRN3A^+^ RGCs from whole-mount retinas

For each retina, 12 confocal (Zeiss LSM 710, Zeiss) images were collected (1024 × 1024 pixels, 0.18 mm^2^ image area) from non-overlapping fields at each of three zones of eccentricity (4 central, 4 mid-central, 4 peripheral; see Supplementary Fig. S3 online), and Z-stacks of 3–5 images were collected with a 20X lens. ImageJ was used for quantification of the labeled cells. The first step was to Z-project at maximum intensity, followed by use of the Subtract Background tool with the rolling-ball radius set to 35 pixels, followed by use of the Smooth tool. Huang thresholding was used for conversion to binary images, that were further processed using the Open, Watershed, and Fill Holes functions. For counting of the cells using the Analyze Particles function, the particle size was set to 20–150 μm^2^ and circularity to 0–1. Images were taken and analyzed by individuals blinded to the treatment of the mouse.

### Quantification of RBPMS^+^ and BRN3A^+^ cells from whole-mount retinas

Images were taken in the same manner as for the BRN3A-only stained retinas, but only 8 images (4 mid-peripheral and 4 peripheral) were used for manual counting of stained cells. For counting, the images were processed by using the Z-project function at maximum intensity in ImageJ. The next steps were: CLAHE with the settings block size 50, bins 256, max slope 5 and for mask None; Enhance contrast with saturated pixels 10% and normalization; Subtract Background tool with rolling ball radius 20 pixels; Gaussian blur filter with Sigma (radius) of 0.5 µm; and Enhance contrast with saturated pixels 10% and normalization. The RBPMS^+^ and BRN3A^+^ cells were counted manually on the same images. Images were taken and analyzed by individuals blinded to the treatment of the mouse.

### Quantification of IBA1^+^ and OPN4^+^ cells from whole-mount retinas

Images were taken in the same manner as for the BRN3A-only stained retinas, but in layers with BRN3A^+^ cells Z-stacks of 6–10 images for IBA1 and of 3–5 for OPN4, were collected to include all the positive cells. For counting, the images were Z-projected at maximum intensity in ImageJ, and the IBA1^+^ or OPN4^+^ cells were counted manually. Images were taken and analyzed by individuals blinded to the treatment of the mouse.

### Quantification of area stained by GFAP in whole-mount retinas

Images were taken in the same manner as for the BRN3A-only stained retinas, but in layers with BRN3A^+^ cells, Z-stacks of 4–6 images were collected to include all the stained area. The images were Z-projected at maximum intensity in ImageJ and converted to 8-bit type. Default thresholding was used for conversion to binary images, and the stained fraction area was determined.

### Quantification of H&E-stained cells in the ganglion cell layer

Twenty-four retinal images (Supplementary Fig. S3 online) were collected (BX52; Olympus, Tokyo, Japan) and analyzed using ImageJ and the plugin RetFM-J as previously described^100^. Images were taken and analyzed by individuals blinded to the treatment of the mouse.

### Measurement of total retinal area

H&E-stained whole-mount retinas were scanned at 20 × magnification (ScanScope CS, Aperio, Vista, CA). The total area of each retina was determined using the “Color Deconvolution v.9” algorithm to measure the stained area, and the optic nerve was not included.

### Optic-nerve staining with PPD

Optic nerves were fixed in the skull for 24 h in 4% PFA in DPBS at 4 °C and then processed as described previously^20,102–104^. Briefly, nerves were dissected and fixed overnight in 2.5% glutaraldehyde and 2% PFA in 0.1 M sodium cacodylate buffer pH 7.4, rinsed in 0.1 M sodium cacodylate buffer, and post-fixed with 1% osmium tetroxide for 1 h. A series of 40-min incubations in graded acetone was followed by infiltration overnight at 4 °C with 33%, 66%, and 100% resin (Eponate 12; Ted Pella, Redding, CA, USA) diluted in propylene oxide, and by embedding in 100% resin. Staining with 1% PPD was performed on 1-μm cross sections, followed by mounting with Permount.

### Quantification of axons from PPD-stained optic nerves

Axons were quantified as described earlier^102^. Images were taken at total magnifications of × 100 and × 1000 (BX52; Olympus, Tokyo, Japan). The optic-nerve area was determined by manually tracing and measurement of the cross-sectional area of whole nerves from 100 × images using Image J. A counting frame equivalent to 1% of the total area of the optic nerve was placed randomly within each of 10 images collected at 1000 × magnification. Myelinated healthy and degenerating axons were marked and counted inside the counting frame, and approximately 10% of the optic nerve area from each mouse was analyzed in this manner. PPD stains myelin and healthy axons have clear axoplasm, surrounded by darkly stained myelin and the degenerating axons stain grey/black, including their axoplasm^105^. The total number of axons was extrapolated based on the total area of the optic nerve. Images were collected and analyzed by an individual blinded to the treatment of all mice.

### Tissue collection and RNA extraction

Mice were euthanized by cervical dislocation, and eyes enucleated and immersed in RNA*later* solution. Retinas were dissected rapidly in RNA*later*, and stored in RNA*later* solution. For the 5-week timepoint, total RNA was extracted using the RNeasy Mini Kit (Qiagen Gmbh, Hilden, Germany) and for the 1-week timepoint it was extracted using the RNeasy Plus Mini Kit (Qiagen Gmbh, Hilden, Germany), following the manufacturer’s instructions. Lysis was performed with the TissueLyser LT (Qiagen Gmbh, Hilden, Germany) bead mill, using one steel ball at 50 Hz for 5 min on ice. Samples were analyzed using a NanoDrop 2000 Spectrophotometer (ThermoFischer Scientific), and stored at − 80 °C. Evaluation of RNA quality, the creation of libraries, and RNA sequencing were performed at the Iowa Institute of Human Genetics: Genomics Division, University of Iowa Carver College of Medicine. The RNA integrity number (RIN) values for the samples were between 8.4 and 9.6, and were determined using a Nano RNA chip with Agilent 2100 Bioanalyzer (Agilent Technologies, Inc, Waldbronn, Germany).

Transcription profiling by RNA-Seq was performed using manufacturer-recommended protocols. Initially, 500 ng of DNase I-treated total RNA was used to enrich for polyA-containing transcripts, using oligo(dT) primers bound to beads. The enriched RNA pool was fragmented and converted to cDNAs, which were ligated to sequencing adaptors containing indexe sequences using the Illumina TruSeq stranded mRNA sample preparation kit (Cat. #RS-122-2101, Illumina, Inc., San Diego, CA). The molar concentrations of the indexed libraries were measured using the 2100 Agilent Bioanalyzer (Agilent Technologies, Santa Clara, CA) and combined equally into pools for sequencing. The concentrations of the pools were measured using the Illumina Library Quantification Kit (KAPA Biosystems, Wilmington, MA) and the pools were sequenced on the Illumina HiSeq 4000 genome sequencer using 75 bp paired-end SBS chemistry.

### RNA-Seq analysis

The reads from the RNA-Seq experiment were mapped to the reference mouse genome (GRCm38) using STAR (version 020201^106^). Expression was quantified using the featureCounts function of Rsubread^107^. For each timepoint, differential expression analysis was performed on retinas from sham-treated (n = 6) and injured (n = 6) mice using edgeR^108^. Overrepresentation analysis was performed on the set of differentially expressed genes at each time-point (FDR < 0.005) using the WebGestalt 2019^109^ and the Biological Process ontology from the Gene Ontology knowledgebase^110^.

#### Quantitative reverse transcription PCR (RT-qPCR)

Retinas were collected from new cohorts of mice at 1-week and 5-weeks after injury. For each group (injured or sham-treated) and timepoint, five mice were analyzed. Lysis was performed as for the RNA-Seq experiment, and the RNeasy Plus Mini Kit (Qiagen Gmbh, Hilden, German) was used,with an added step of DNA digestion on the column (RNAse-free DNAse kit Qiagen Gmbh, Hilden, Germany). A NanoDrop 2000 Spectrophotometer (ThermoFischer Scientific) was used for RNA quantitation. Reverse transcription was performed using the High-Capacity cDNA Reverse Transcription kit (Applied Biosystems, Thermo Fisher Scientific, Waltham, Massachusetts, USA) following the manufacturer’s instructions. Predesigned TaqMan Gene Expression Assays (Supplementary Table S7 online) (Applied Biosystems, Thermo Fisher Scientific, Waltham, Massachusetts, USA) were used to determine levels of the mRNAs of interest. These were then normalized to levels of the β-actin (*Actb*) or glyceraldehyde 3-phosphate dehydrogenase (*Gapdh*) mRNA, as determined using a real-time PCR detection system (C1000 Thermal Cycler; Bio-Rad Laboratories, Hercules, CA, USA). The composition of the reaction mix was 1 × TaqMan Universal PCR Master Mix (Applied Biosystems, Thermo Fisher Scientific, Waltham, Massachusetts, USA), 1 × TaqMan Gene Expression Assay for the target mRNA, 0.75 × TaqMan Gene Expression Assay (see Supplementary Table S7 online) for *β-actin* or *Gapdh* and 0.512 ng/uL RNA for *Nefl* and *Tubb3*; and 2.72 ng/uL for *GFAP*, *C1qa*, *Spp1* and *Pvalb*. The PCR conditions were: 50 °C for 2 min, 95 °C for 10 min, and 40 cycles of (95 °C for 15 s, 60 °C for 1 min). For each sample, three technical replicates were analyzed. For each transcript, the *C*_t_ values for each sample were determined using the Bio-Rad CFX Manager software, and then averaged and normalized to values for *β-actin* or *Gapdh*.

### Statistical analysis

The Prism 8 software (version 8.4.2; GraphPad) was used to generate graphs and perform statistical analysis. Values are expressed as mean ± standard deviation, and data were analyzed using unpaired two tailed *t*-test analysis with Welch’s correction.

## Supplementary information

Supplementary Informations.

Supplementary Table S3.

Supplementary Table S4.

Supplementary Table S5.

# Supplementary material for: Axonopathy precedes cell death in ocular damage mediated by blast exposure
**Source:** Sci Rep. 2021 Jun 3;11:11774. doi: 10.1038/s41598-021-90412-2
**Supplement:** Supplementary file 1 — Supplementary Informations.

# **Axonopathy Precedes Cell Death in Ocular Damage Mediated by Blast Exposure**

Nickolas A. Boehme<sup>1,2</sup>, Adam Hedberg-Buenz<sup>1,3</sup>, Nicole Tatro<sup>2,4</sup>, Michael Bielecki<sup>2</sup>, William C. Castonguay<sup>1,3</sup>, Todd E. Scheetz<sup>2,4</sup>, Michael G. Anderson<sup>1-4</sup>, Laura M. Dutca<sup>1,2</sup>

**Supplemental Table S1.** Summary of the mean ( $\pm$ SD) density of BRN3A<sup>+</sup> RGCs in whole-mount retinas, and total number of axons in the corresponding optic nerves (PPD) for retinas from blast induced-TBI and sham groups at the timepoints indicated.

| Timepoint | Treatment | Mean density of<br>BRN3A <sup>+</sup> RGCs<br>$\pm$ SD<br>(cells/mm <sup>2</sup> ) | <i>p</i> -value | Total number of<br>axons in optic<br>nerves $\pm$ SD | <i>p</i> -value |
|-----------|-----------|------------------------------------------------------------------------------------|-----------------|------------------------------------------------------|-----------------|
| 1D        | Sham      | 3084 $\pm$ 210.2                                                                   | 0.4546          | 55400 $\pm$ 11532                                    | 0.6044          |
|           | bTBI      | 3063 $\pm$ 227.2                                                                   |                 | 52750 $\pm$ 7991                                     |                 |
| 1W        | Sham      | 3008 $\pm$ 288.2                                                                   | 0.021           | 62386 $\pm$ 6329                                     | 0.0056          |
|           | bTBI      | 2451 $\pm$ 267.2                                                                   |                 | 48117 $\pm$ 12854                                    |                 |
| 5W        | Sham      | 2981 $\pm$ 222.1                                                                   | 0.001           | 65433 $\pm$ 15860                                    | 0.0373          |
|           | bTBI      | 2130 $\pm$ 474                                                                     |                 | 47256 $\pm$ 15731                                    |                 |
| 17W       | Sham      | 2777 $\pm$ 317.1                                                                   | <0.001          | 52910 $\pm$ 13733                                    | 0.0197          |
|           | bTBI      | 1933 $\pm$ 392                                                                     |                 | 36339 $\pm$ 8534                                     |                 |

**Supplemental Table S2.** Summary of the mean ( $\pm$ SD) GCC thickness, total cell density, and total retinal area for retinas from bTBI and sham groups at the timepoints indicated.

| Timepoint | Treatment | GCC thickness <sup>a</sup><br>$\pm$ SD<br>( $\mu$ m) | <i>p</i> -value | Total density <sup>b</sup><br>$\pm$ SD<br>(cells/mm <sup>2</sup> ) | <i>p</i> -value | Total retinal area <sup>b</sup> $\pm$ SD<br>(mm <sup>2</sup> ) | <i>p</i> -value |
|-----------|-----------|------------------------------------------------------|-----------------|--------------------------------------------------------------------|-----------------|----------------------------------------------------------------|-----------------|
| 1W        | Sham      | 72.58 $\pm$ 2.65                                     | 0.1665          | 8367 $\pm$ 546.9                                                   | 0.6733          | 14.78 $\pm$ 1.335                                              | 0.8888          |
|           | bTBI      | 71.2 $\pm$ 2.54                                      |                 | 8281 $\pm$ 451.4                                                   |                 | 14.7 $\pm$ 1.546                                               |                 |
| 4W/5W     | Sham      | 69.68 $\pm$ 1.43                                     | 0.0367          | 8263 $\pm$ 621.8                                                   | 0.0309          | 16.07 $\pm$ 1.379                                              | 0.2655          |
|           | bTBI      | 66.7 $\pm$ 3.71                                      |                 | 7294 $\pm$ 1030                                                    |                 | 15.31 $\pm$ 1.451                                              |                 |
| 16W       | Sham      | 71.94 $\pm$ 2.16                                     | 0.0006          | 7852 $\pm$ 475.3                                                   | 0.0046          | 16.74 $\pm$ 1.675                                              | 0.5167          |
|           | bTBI      | 67.1 $\pm$ 2.66                                      |                 | 6806 $\pm$ 861.1                                                   |                 | 17.29 $\pm$ 2.005                                              |                 |

<sup>a</sup> GCC thickness was as determined *in vivo* by SD-OCT

<sup>b</sup> Total cell density and total retinal area were determined on whole-mount retinas stained with hematoxylin and eosin

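The paper's table for 1 week gives each gene with its log2 fold change, p and FDR in the authors' comparison of 6 bTBI with 6 sham retinas. It holds 339 genes, 335 of them with an FDR under 0.005. Tested again with limma from the deposited CPM, 324 of these genes passed the threshold and 11 did not, and 12 genes passed that are not among them. The sign of the log2 fold change was the paper's for 335 of 335, and 335 had an adjusted p under 0.05.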

**Supplemental Table S3.** List of retinal transcripts significantly dysregulated at 1-week post-injury (as excel file) in retinas from blast-induced TBI and sham groups, as determined by RNA sequencing.

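The paper's table for 5 weeks is laid out like that for 1 week and holds 175 genes, 174 of them with an FDR under 0.005. In the limma test 133 of these genes passed the threshold and 41 did not, and 0 other genes passed. The sign of the log2 fold change was the paper's for 174 genes, and 174 had an adjusted p under 0.05. Pearson's r between the paper's log2 fold changes and those on the log2(CPM + 1) scale was 0.962 across the genes of the list, which are not independent.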

**Supplemental Table S4.** List of retinal transcripts significantly dysregulated at 5 weeks post-injury (as excel file) in retinas from blast-induced TBI and sham groups, as determined by RNA sequencing.

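This list holds the genes that the authors' separate comparisons call at both timepoints. It has 101 genes, of which 100 stand in both deposited tables, and 84 passed the threshold at both timepoints in the limma test. Across genes called at either timepoint, which are not independent, Pearson's r between the log2 fold changes at 1 week and at 5 weeks was 0.885. These genes were selected by their change in the same data, so r does not show that effects persist in proportion. Genes higher at 1 week had medians of 0.92 at 1 week and 0.13 at 5 weeks. Those lower at 1 week had -0.44 and -0.30.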

**Supplemental Table S5.** List of retinal transcripts significantly dysregulated at both 1- and 5-weeks post-injury (as excel file) in retinas from blast-induced TBI and sham groups, as determined by RNA sequencing.

**Supplemental Table S6.** Primary and secondary antibodies used for immunofluorescence staining.

| <b>Antibody</b>                     | <b>Host</b> | <b>Source; Product number</b>                    | <b>Dilution; Incubation time; temperature</b> |
|-------------------------------------|-------------|--------------------------------------------------|-----------------------------------------------|
| anti-BRN3A                          | Goat        | Santa Cruz Biotechnology; sc8429                 | 1:200; two nights; 4°C                        |
| anti-GFAP                           | Rabbit      | Abcam; ab7260                                    | 1:500; over night; 4°C                        |
| anti-IBA1                           | Rabbit      | Wako; 019-19741                                  | 1:500; over night; 4°C                        |
| anti-OPN4                           | Rabbit      | Advanced Targeting Systems; AB-N39               | 1:500; over night; 4°C                        |
| Anti-RBPMS                          | Guinea pig  | Milipore Sigma; ABN1376                          | 1:500; five nights; 4°C                       |
| anti-goat IgG Alexa Fluor 546       | Donkey      | ThermoFisher Scientific; A-11056                 | 1:200; 4 hours; room temperature              |
| anti-goat IgG Alexa Fluor 488       | Donkey      | ThermoFisher Scientific; A-11055                 | 1:200; 4 hours; room temperature              |
| anti-rabbit IgG Alexa Fluor 488     | Donkey      | ThermoFisher Scientific; A21206                  | 1:200; 1 hour; room temperature               |
| anti-guinea pig IgG Alexa Fluor 594 | Donkey      | Jackson ImmunoResearch Laboratories; 706-585-148 | 1:200; over night; 4°C                        |

**Supplemental Table S7.** TaqMan® Gene Expression Assays used for quantitative reverse transcription PCR validation of RNA sequencing data.

| <b>Gene</b>  | <b>Assay ID</b> |
|--------------|-----------------|
| <i>Actb</i>  | Mm02619580_g1   |
| <i>Clqa</i>  | Mm00432142_m1   |
| <i>Gapdh</i> | Mm99999915_g1   |
| <i>Gfap</i>  | Mm01253033_m1   |
| <i>Nefl</i>  | Mm01315666_m1   |
| <i>Pvalb</i> | Mm00443100_m1   |
| <i>Spp1</i>  | Mm00436767_m1   |
| <i>Tubb3</i> | Mm00727586_s1   |

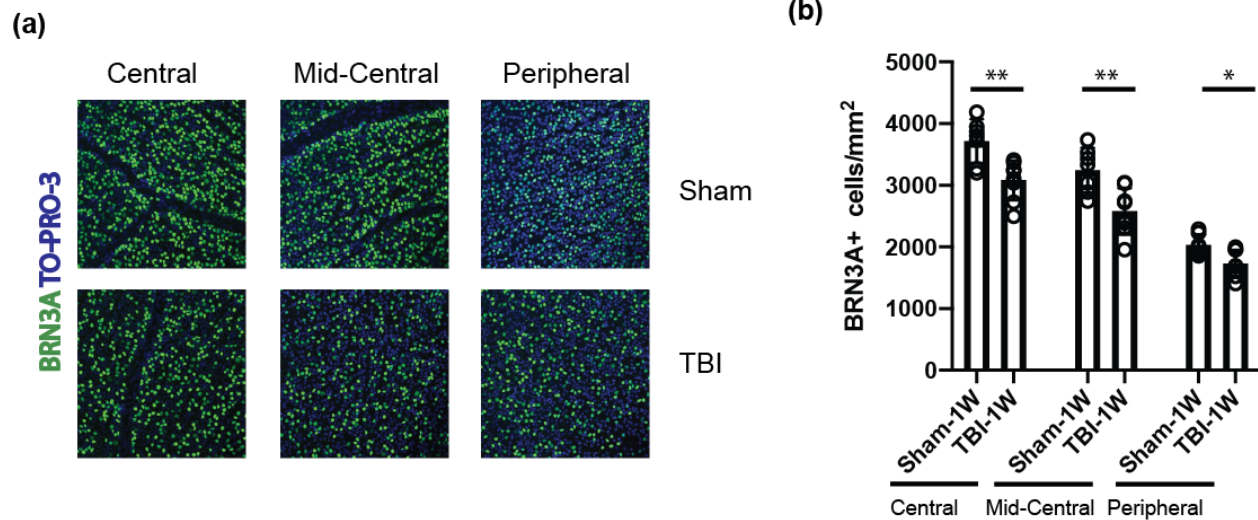

**Supplemental Figure S1.** Blast-mediated traumatic brain injury (bTBI) was associated with loss of BRN3A<sup>+</sup> retinal ganglion cells (RGCs) in all retinal areas at 1-week post-injury. (a) Representative images of whole-mount retinas stained with anti-BRN3A antibody (green) and TOPRO3 (blue), from the indicated areas of retinas from bTBI and sham groups of mice. (b) Quantification of BRN3A<sup>+</sup> RGCs in the indicated areas of retinas at 1 week (1W) after injury, for bTBI and sham mice. Bars represent mean  $\pm$  SD, and each data point represents a biological sample; unpaired two tailed *t*-test analysis with Welch's correction: \* $p < 0.05$ , \*\* $p < 0.01$ .

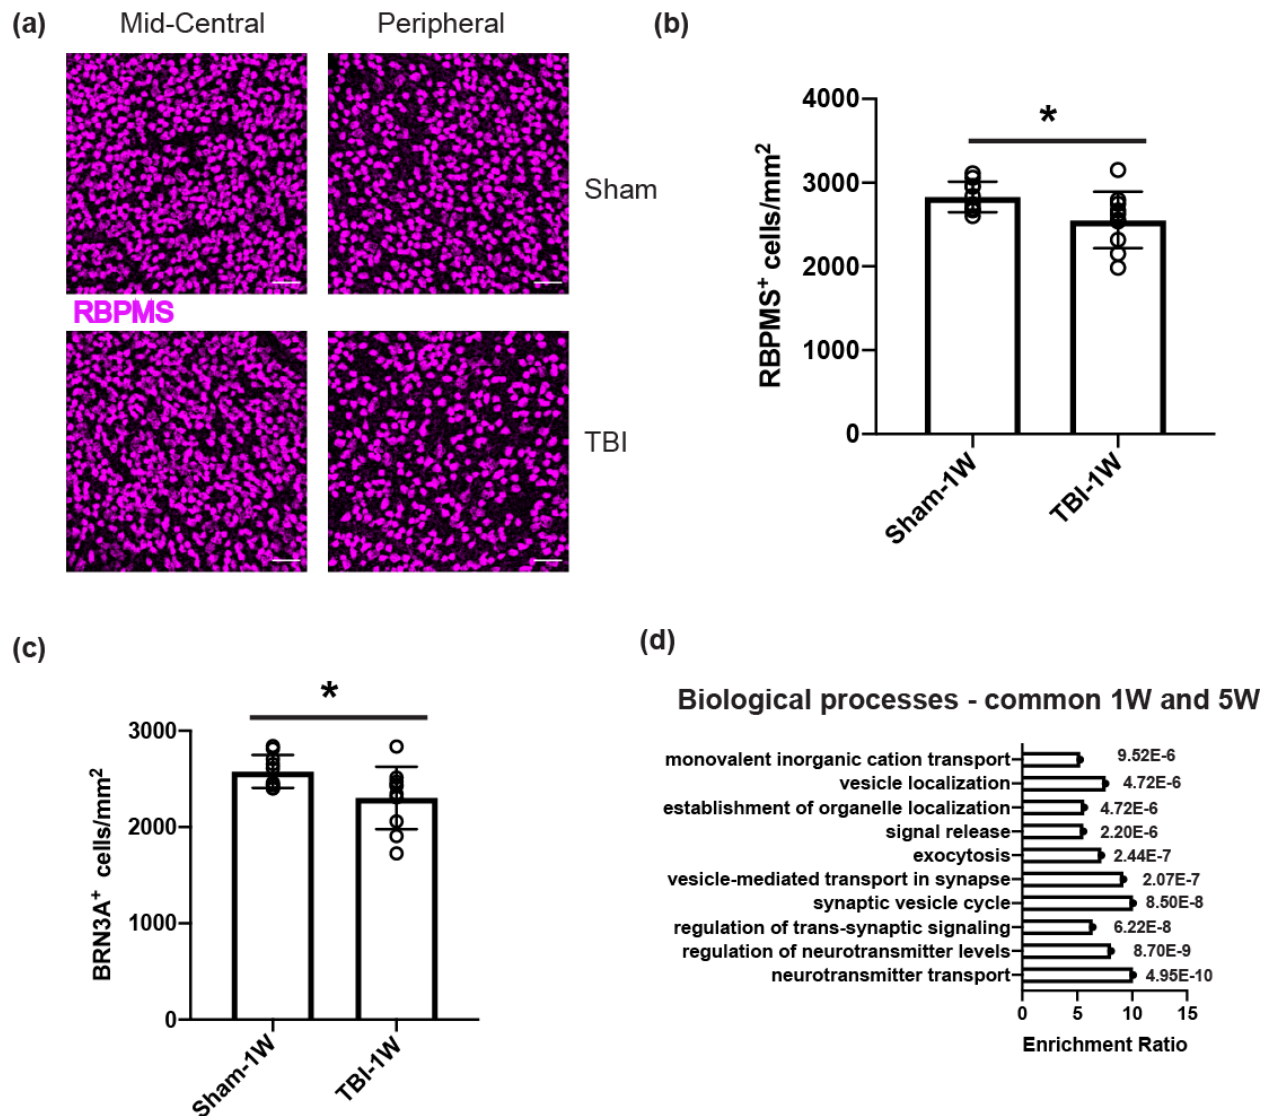

**Supplemental Figure S2.** Blast-mediated traumatic brain injury (bTBI) was associated with loss of RBPMs<sup>+</sup> retinal ganglion cells (RGCs) at 1-week post-injury. (a) Representative images of whole-mount retinas stained with anti-RBPMs antibody (pink) from the indicated areas of retinas from bTBI and sham groups of mice. (b) Quantification of RBPMs<sup>+</sup> RGCs from mid-central and peripheral areas of retinas at 1 week (1W) after injury, for bTBI and sham mice. (c) Quantification of BRN3A<sup>+</sup> RGCs from mid-central and peripheral areas of retinas at 1W after injury, for bTBI and sham mice. Bars represent mean  $\pm$  SD, and each data point represents a biological sample; unpaired two tailed *t*-test analysis with Welch's correction: \**p* < 0.05, \*\* *p* < 0.01. Scale bar represents 50  $\mu$ m. (d) Transcripts whose expression was significantly dysregulated at 1W and 5 weeks (5W). Transcripts whose expression changed significantly (false

discovery rate (FDR) < 0.005 for TBI compared to sham retinas) analyzed using WebGestalt, by performing an “Over-Representation Analysis” using the gene ontology database for “Biological Process noRedundant” analysis. The false discovery rate (FDR) for each process is indicated.

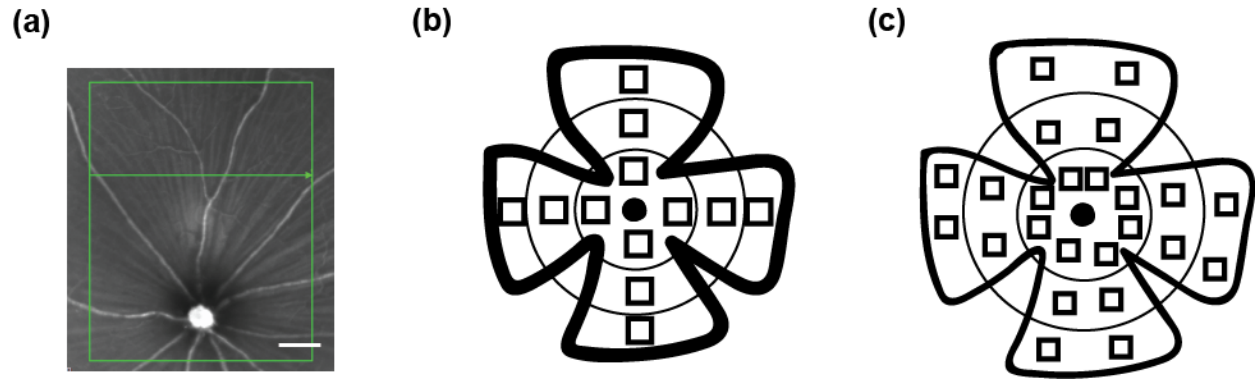

**Supplemental Figure S3.** (a) Fundus image of the mouse retina, with the location of the layer in which thickness of the ganglion cell complex (GCC) was measured indicated by the long arrow. Scale bar represents 200  $\mu\text{m}$ . (b) Sampling scheme for determining the density in BRN3A<sup>+</sup>, IBA1<sup>+</sup>, and OPN4<sup>+</sup> cells in whole-mount retinas. (c) Sampling scheme for determining the total cell density in the ganglion cell layer in whole-mount retinas stained with hematoxylin and eosin (H&E).

How the deposited data were processed for this re-analysis (not part of the article)

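RNA of 24 retinas of male C57BL/6J mice was sequenced, 6 from bTBI and 6 from sham mice at each of 2 timepoints, 1 week (8 days in the sample labels) and 5 weeks. The authors made stranded libraries, mapped the reads to GRCm38 with STAR, counted reads per gene with featureCounts, compared the groups with edgeR within each timepoint and called genes at an FDR under 0.005. As deposited, the signal values of each timepoint are gene counts that the authors divided by an effective library size per retina and scaled like CPM, with genes of low counts already removed, 14922 genes at 1 week and 15920 at 5 weeks. The tables hold no raw counts and no read totals. Within each retina the values are whole multiples of 1 step to within 0.01 of that step, and the depth of each retina was taken as the sum of its values divided by that step, which could not be checked against a total of the authors. The lowest depth was 14301989 reads and the highest 25158638 reads, both at 1 week.

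The values were transformed to log2(CPM + 1) and compared between bTBI and sham within each timepoint with limma 3.58.1 in R 4.3.3 (statmod 1.5.0), with a prior variance that follows the mean expression (trend=TRUE, robust=FALSE) and Benjamini-Hochberg adjustment over all genes of the table. Genes with an adjusted p under 0.005 were called. Before the data were examined, the analysis was laid out for counts, with this test as the choice if the files held scaled values. The trend of the prior was set before the test was run but after the files were seen. The difference between the timepoints was tested with limma as the difference of the bTBI effects in a fit of all 24 retinas over the 14455 genes in both tables. It had been laid out for raw counts alone, so running it on scaled values departs from that layout. The RNA kit differed between the timepoints, and a kit effect that acts alike on sham and bTBI retinas cancels in this test.

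A set of 34 gene lists, written before the data were examined, was tested at each timepoint with camera of limma, with a preset correlation of 0.01 and with a correlation estimated from the data, and adjusted over the lists. The lists cover RGCs (pan-RGC markers of Table 4, further RGC markers, RGC classes), other neurons (the markers of Table 4, rods, cones, bipolar, amacrine and horizontal cells), glia (Müller glia, astrocytes, reactive macroglia, microglia, activated microglia, and the macroglial and microglial genes the paper names), leukocytes, interferon-stimulated genes, antigen presentation, complement, SNARE and vesicle genes, postsynaptic scaffolds, voltage-gated channels, the synaptic genes of Fig. 6e, axon injury, cell death and cholesterol synthesis. Others stand for other tissues or for handling: pigment epithelium, lens, endothelium and pericytes, red cells, oligodendrocytes, immediate early genes and clock genes. The score of a list in a retina is the mean log2(CPM + 1) of its measured genes, compared between groups by exact permutation of the labels. Overlaps were compared with Fisher's exact test.

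Genes were named in the text by a rule set before the data were examined: each gene the paper names in its RNA-Seq text, Fig. 6 and Tables 2 to 4, the 5 called genes with the largest log2 fold change in each direction at each timepoint with a mean log2 value of at least 0, and the 2 called members of each list with the smallest p. The values in the paper's tables had been seen then. Further members are named as outside the threshold. Some genes that the rule names are not reported here.

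The alternatives were scaling by the median of ratios or by library totals, a minimum of 1 CPM in at least 6 of 12 retinas, a robust prior, the replicate number as a block, all 24 retinas in a single fit, a pseudocount of 0.1, a threshold of 0.05 and leaving out each retina in turn. A range in square brackets beside an adjusted p covers the alternatives other than the single omissions. After the data were seen, a prior without the trend, the omission of bTBI replicates 5 and 6 at 1 week together, and leaving out each retina in the test of the difference were added. Of the settings laid out before, the DESeq2 test was not run, since the values are scaled and reads inferred from their steps could not be checked. The omission of the low count filter was not run either, since the values are filtered already. No ontology database was at hand, so the over-representation tests were not run again.

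The test was tested on simulated values with the mean and the spread that each gene has in these retinas. At 1 week 20%, 60%, 92% and 100% of genes with a log2 fold change of 0.25, 0.5, 1 and 2 were called, and at 5 weeks 34%, 72%, 98% and 100%. The genes of the interferon list, 29 and 28 measured, were shifted by 0.5 as well, and 4 and 8 of them were called. Of 140 and 161 calls in all 0 and 1 were false. For the difference between the timepoints 6.25%, 59.2%, 95.8% and 100% were called. The values matched the mean and the spread of single genes, so these rates may not hold for correlated genes. The interferon list had an estimated correlation of 0.67 at 1 week. In the real test of the difference 1 of its 27 genes passed, at a median difference of -0.97.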

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

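Among the tests of this part, those on optic nerve tissue, lens tissue, the share of RGC RNA and leukocytes were chosen only after the results were seen.

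Glial, immune and axon injury genes had a larger bTBI effect at 1 week than at 5 weeks in a test of the difference between the timepoints. The effect at 5 weeks minus that at 1 week was -2.19 on the log2 scale for Ecel1, -1.63 for C1qc, -1.60 for Gbp2, -1.49 for H2-Q6, -1.43 for Pld4, -1.22 for Gm15983, -1.22 for Unc93b1, -1.07 for Selplg, -1.06 for Spp1, -1.03 for Psmb8, -0.99 for H2-K1, -0.87 for 6430562O15Rik, -0.84 for H2-D1, -0.67 for S100a10 and -0.65 for Stat3. These are all the genes past an adjusted p of 0.005, so Pld4, Gm15983, Unc93b1, Selplg and S100a10 are named here after their values were seen. The median difference was -1.06 for the microglial genes the paper names, -1.02 for microglia, -0.97 for interferon-stimulated genes, -0.87 for the macroglial genes the paper names, -0.76 for activated microglia, -0.70 for complement, -0.66 for antigen presentation, -0.65 for reactive macroglia and -0.30 for axon injury genes. It was -2.10 for lens genes and -0.71 for oligodendrocyte genes (adjusted p = 0.241 and 0.315 with an estimated correlation). Without bTBI replicate 2 of 1 week 111 genes passed, without bTBI replicate 1 of 5 weeks 43, without sham replicate 4 of 1 week 31, and without bTBI replicate 3 or 5 of 5 weeks 9.

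Some gene lists that the paper's text does not discuss also passed with an estimated correlation under the main setting. With the replicate block 0 lists passed at either timepoint, though the replicate number marks no known pairs of retinas. Without both lens-rich bTBI retinas 0 passed at 1 week. Of 20 cholesterol genes 1 passed at each timepoint. The cholesterol list lost its call in 8 of the 12 fits without 1 retina at 1 week and in 1 at 5 weeks. The median log2 fold change at 1 week was 1.18 for interferon-stimulated genes, 0.84 for antigen presentation, 0.30 for axon injury genes and -0.21 for cholesterol synthesis, and at 5 weeks it was -0.10 for cholesterol synthesis.

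The higher microglial, interferon and reactive macroglial lists at 1 week were weighed against tissue carried over and a change in cell shares. Optic nerve tissue in bTBI replicate 3 is argued against as the whole cause, since without that retina the highest adjusted p of the 3 lists was 0.0232 with an estimated correlation. Lens tissue in bTBI replicates 5 and 6 as the whole cause is argued against by the other 4 bTBI retinas. In these, 12 of 12 scores lay above the highest sham score. They are not all free of lens transcripts, since 3 bTBI retinas had a lens score above the highest sham score. Without replicates 5 and 6 the highest adjusted p with an estimated correlation was 0.0504, which was read as open after it was seen. The reason is that 4 of 15 pairs of bTBI retinas left out give a value of 0.05 or more, 1 of them among the 6 pairs without replicate 5 or 6. The alternatives include this omission and the single omissions. Over them the lowest median was 1.04 for interferon, 1.01 for microglia and 0.67 for reactive macroglia. A lower share of RGC RNA would raise the lists of other neurons alike, and the highest of their medians was 0.0416. On these RNA values a glial and interferon response to the blast therefore remains a hypothesis that may hold. For glia, the paper also reports more IBA1+ cells and a larger GFAP-stained area in other bTBI mice at 1 week. Its RT-qPCR in new mice gave changes of C1qa and Gfap in the direction of its RNA-Seq. It names no such test for interferon genes. A change in the number of glial cells against a change within them was not tested here.

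Interferon-stimulated genes were high in 1 bTBI retina of 5 weeks, replicate 1, with a score of 3.94 against 3.04 to 3.28 in the other 5. A retina of 1 week that got a 5-week label after RNA extraction is argued against. On an axis from the other retinas of 1 week at 0 to those of 5 weeks at 1 the retina lay at 1.01. A label given wrongly before extraction cannot be judged this way, since the kit differed between the timepoints and the axis holds both. Leukocytes in the retina cannot be told apart from other sources, since its leukocyte score was 2.28 against 2.27 to 2.58 in the other 11 retinas of 5 weeks and rests on 2 measured genes. Some unknown difference of this animal may stand behind the value, and no biological explanation was tested.

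Single retinas also lay far from the other 5 of their group in other lists, by a gap to the nearest of them that is large for the range of 6 values. These are oligodendrocyte genes in bTBI replicate 3 of 1 week (8.00 against 4.02 to 5.23), bipolar cell genes in the same retina (6.36 against 6.46 to 6.51), leukocyte genes in bTBI replicate 6 of 1 week (2.87 against 2.40 to 2.55), immediate early genes in bTBI replicate 5 of 5 weeks (3.07 against 3.91 to 4.34) and RGC class markers in bTBI replicate 2 of 5 weeks (3.10 against 3.18 to 3.22). In sham replicate 1 of 1 week they are horizontal cell genes (4.73 against 4.94 to 5.03), the markers of other neurons in Table 4 (7.23 against 7.44 to 7.52) and further RGC markers (5.17 against 5.03 to 5.08). In sham retinas of 5 weeks they are activated microglial genes (3.73 against 3.16 to 3.30) and astrocyte genes (4.70 against 4.33 to 4.45) in replicate 2, further RGC markers (4.61 against 4.73 to 4.79) in replicate 6 and rod genes (11.19 against 11.26 to 11.29) in replicate 3. With the interferon list these are 13 of 136 groups tested, and chance gives about 1 in 20, or 6.80.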

How the results depend on the processing

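The prior without the trend, the omission of both lens-rich bTBI retinas and the single omissions in the test of the difference were chosen after the data were seen, and the other alternatives before.

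At 1 week 336 genes were called (189 higher, 147 lower). A threshold of 0.05 gave 907 (450 higher, 457 lower) and a single fit of all 24 retinas 685 (320 higher, 365 lower), where the cause was not tested. Without both lens-rich bTBI retinas (replicates 5 and 6) 112 (68 higher, 44 lower) were called, with 4 bTBI retinas left, and any pair of bTBI retinas left out gave 74 to 483 (median 118 over 15 pairs). Without any 1 retina 189 to 486 were called, 105 to 273 higher and 84 to 213 lower. The count was 189 without sham replicate 2, 206 without sham replicate 3, 204 without sham replicate 5, 204 without bTBI replicate 5 and 217 without bTBI replicate 6, and 124 higher genes were called without sham replicate 6. With the replicate number as a block (replicate block) 293 genes were called at 1 week and 134 at 5 weeks.

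At 5 weeks 133 genes were called (2 higher, 131 lower). A threshold of 0.05 gave 326 (18 higher, 308 lower), the single fit 75 (0 higher, 75 lower) and the prior without the trend 56 (54 lower), where the cause was not tested. With the replicate block 1 gene was higher. Without any 1 retina 88 to 163 were called, 1 to 3 higher and 87 to 162 lower, with the lowest count without sham replicate 2.

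Both timepoints shared 89 genes, 225 at a threshold of 0.05, 29 with the prior without the trend, 38 without both lens-rich bTBI retinas and 58 to 107 without any 1 retina, the lowest without sham replicate 2 of 1 week. The effect differed between the timepoints for 15 genes, for 111 at a threshold of 0.05, and for 9 to 111 without any 1 retina, among them 111 without bTBI replicate 2 of 1 week, 43 without bTBI replicate 1 of 5 weeks, 31 without sham replicate 4 of 1 week and 9 without bTBI replicate 3 or 5 of 5 weeks.

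Log2 fold changes near 0 changed sign when 1 retina was left out. At 1 week these were Prox1 -0.034 to 0.079, Nrl -0.042 to 0.0100 and Jam2 -0.027 to 0.016, and at 5 weeks Th -0.010 to 0.11, Chat -0.059 to 0.017, Opn1mw -0.027 to 0.049, Cplx3 -0.035 to 0.0061, Kcng4 -0.0084 to 0.033, Tmem119 -0.080 to 0.032 and Arr3 -0.071 to 0.033. Without both lens-rich bTBI retinas Prox1 was at -0.057 and Nrl at 0.025.

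With a preset correlation 24 of 34 lists were called at 1 week, 20 to 28 without any 1 retina, and 19 at 5 weeks, 15 to 22 without any 1 retina. The other alternatives gave 23 to 24 at 1 week and 16 to 20 at 5 weeks. With an estimated correlation no list passed at 1 week without both lens-rich bTBI retinas, where the lowest adjusted p was 0.0504, with 10 retinas in the test, and 0 passed at either timepoint with the replicate block (lowest 0.0705 and 0.0600).

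Of the named genes' values, 17 of those without both lens-rich bTBI retinas, 21 of those with the prior without the trend, 19 of those in the single fit, 11 with the replicate block, 8 with a robust prior and 195 over all single omissions kept their sign but no longer passed the threshold. Scaling by the median of ratios or by library totals ended 3 and 2 calls, and the filter of 1 CPM and the pseudocount of 0.1 ended 0. The DESeq2 test was not run, since the deposited values are scaled and reads inferred from their steps could not be checked against a total. The omission of the low count filter was not run, since the values are already filtered. With the means and spreads of these libraries 60% and 72% of simulated genes with a log2 fold change of 0.5 were called at 1 and 5 weeks. Of the interferon list, shifted by 0.5 as well, 4 and 8 genes were called, where 29 and 28 were measured. These rates may not hold for correlated genes.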

Differences from the paper's values

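The paper reports 4 genes higher in bTBI retinas at 5 weeks and an adjusted p under 0.005 in limma gave 2. Of the alternatives set before the data were examined, a robust prior gave 3, with neither Pros1 nor Impg2 of the paper's 4 among them, and the omission of bTBI replicate 5 gave 3, with Pros1, each within 1.5 times the paper's number. The other scalings, the filter and the pseudocount of 0.1 gave 2, the replicate block 1, the single fit of 24 retinas 0, and a threshold of 0.05 18, and these differ from it, as do the omissions of the other 11 retinas with 1 or 2. The share of higher genes among those changed at 5 weeks, the paper's 2.3%, was 1.50%, with 1.56% and 1.34% under the other scalings, and this share was set beside the paper's under the main setting alone.

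The paper's log2 fold change of Arr3 at 5 weeks is 2.14E-03 and the value here -0.0068 (adjusted p = 0.986), so the signs differ while both lie near 0. The sign was the paper's without sham replicate 1 or 3 or without bTBI replicate 1, 2 or 4, and not in the omissions of the other 7 retinas or in any other alternative set before the data were examined. The paper's log2 fold change of Aif1 at 1 week is 1.72E+00 and the value here 1.07 (adjusted p = 0.000284). With a pseudocount of 0.1 it was 1.65, within the spread of the retinas from the paper's, and none of the other alternatives set before the data were examined came within it.

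Of 63 log2 fold changes of Table 4 that were compared, 2 differ, and of 33 fold changes of Tables 2 and 3 0 do. Negative values of Table 4 were compared as sham against bTBI, with both signs turned.

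The paper's Table 1 gives the range of fold changes over the genes it calls. Its highest log2 fold change at 1 week is 4.79 and the highest here 3.03, that of Ecel1. With a pseudocount of 0.1 it was 4.21, that of Mmp12, which the paper's Table 2 also places above Ecel1. The paper's highest at 5 weeks is 1.42 and here 0.84, that of Ecel1, with 1.40 at a pseudocount of 0.1. By the ratio of the mean CPM the highest at 1 week was 28.1, a log2 value of 4.81, that of Mmp12, and at 5 weeks 2.77, a log2 value of 1.47, that of Ecel1, and neither differs from the paper's highest fold change, so these gaps go with the log2(CPM + 1) scale. The 2 values with a pseudocount of 0.1 lie within the spread of the retinas from the paper's, and on the log2(CPM + 1) scale none of the other alternatives set before the data were examined came within it. The paper's largest decrease at 5 weeks, as sham against bTBI, is 3.06 and here 0.97, that of Scn4b, and none of the alternatives set before the data were examined came within the spread of it. The largest among them was 2.08, that of Capn11 without sham replicate 4, and a threshold of 0.05 gave 1.72, also that of Capn11. The paper calls Capn11 at 5 weeks, and here it had an adjusted p of 0.0278 and did not pass, but passed a threshold of 0.05 and 0.005 without sham replicate 4. The paper's lowest fold change at 5 weeks is 0.12 and here 0.409, that of Hapln1, with 0.410 and 0.408 under the other scalings, which also differ and are the only alternatives under which it was computed. Capn11 and Hapln1 are named here after their values were seen. The other 4 ends of the ranges do not differ.

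The paper lists Pros1 and Impg2 as higher at both timepoints. At 5 weeks their log2 fold changes were 0.41 (adjusted p = 0.0132) and 0.14 (adjusted p = 0.0144), which pass a threshold of 0.05, and Pros1 passed 0.005 without bTBI replicate 5. The paper names Shank1 as lower, and its log2 fold changes were -0.16 (adjusted p = 0.0852) at 1 week and -0.20 (adjusted p = 0.0101) at 5 weeks, the latter past a threshold of 0.05. The paper describes the markers of other retinal cells as unaltered. Of 10 such markers 0 passed in limma at either timepoint (1 and 1 at an unadjusted p under 0.05), and Arr3, with a log2 fold change of -0.42 (adjusted p = 0.00601), passed with library total scaling, a robust prior, the replicate block, the single fit (adjusted p = 0.000530 [0.000530 to 0.0154 over the alternatives]) and without sham replicate 1 or bTBI replicate 6. The paper gives a narrow range for the decrease of several pan-RGC markers at 1 week, and of the 11 that passed here 4 lay in it, 6 fell further and 1 fell less. Rbpms at 1 week passed here (adjusted p = 0.00483) and has an FDR above the paper's threshold in the paper's Table 4. In the paper's supplementary tables 339 genes are listed for 1 week and 175 for 5 weeks, of which 335 and 174 have an FDR under the stated 0.005, and 11 and 41 of these did not pass in the limma test. All of them passed a threshold of 0.05. Of the 11 at 1 week 1 passed with median-of-ratios scaling, 2 with library total scaling, 3 with a robust prior, 3 with the replicate block, 6 with a pseudocount of 0.1, 7 in the single fit and 10 without bTBI replicate 2, among them C3ar1 and Fcgr3 of myeloid cells. Of the 41 at 5 weeks 15 passed with library total scaling, 28 with a robust prior, 14 with the replicate block, 3 in the single fit and 18 without bTBI replicate 4, and 2 with the prior without the trend, which was chosen after the data were seen and drops 80 of the 133 genes called here, all of them called by the paper. Each other single omission reached at most 7 of them at 5 weeks and at most 2 at 1 week.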

Other observations

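Of the tests in this part those on lens genes were chosen only after the results were seen, and the relations of scores and the other splits of the retinas were laid out before.

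Interferon-stimulated genes, which cells induce in answer to type I and II interferons, had the most members past the threshold at 1 week among the 34 lists. Of 29 measured genes 28 were higher over all genes and 29 when adjusted over the list alone (adjusted p = 0.0258 with an estimated correlation), and the score was 3.02 ± 0.10 (SD, n = 6) in sham and 4.20 ± 0.36 (SD, n = 6) in bTBI retinas, with 6 of 6 bTBI retinas above every sham retina (exact permutation test, two-sided, p = 0.00216). Oasl2 was at 15.8 ± 0.791 CPM (SD, n = 6) in sham and 66.6 ± 24.1 CPM (SD, n = 6) in bTBI retinas (adjusted p = 7.87e-05), Irf9 at 12.4 ± 1.52 and 34.5 ± 9.43 CPM (SD, n = 6 each, adjusted p = 0.000174) and Isg15 at 2.02 ± 0.437 and 7.68 ± 1.98 CPM (SD, n = 6 each, adjusted p = 7.87e-05). The paper names 4 genes of this list in its text and main tables. Its supplementary table of 1 week holds all but 12 of the 336 genes called here. Most of the called interferon genes therefore stand there too and are not new to this list. When both lens-rich bTBI retinas were left out 19 genes of the list passed. At 5 weeks the median log2 fold change of 28 genes was 0.26, with 0 past the threshold in limma (15 at an unadjusted p under 0.05) and 0 when adjusted over the list alone (adjusted p = 0.198 with an estimated correlation), and without bTBI replicate 1 the median was 0.13. Of 21 genes of antigen presentation, by which cells display peptides to T cells, 10 were higher at 1 week over all genes and 16 when adjusted over the list alone, among them the histocompatibility genes H2-D1 and H2-K1 and the immunoproteasome gene Psmb8, and 0 of 19 at 5 weeks over all genes or when adjusted over the list alone, with 1 at an unadjusted p under 0.05 (adjusted p = 0.0258 and 0.543 with an estimated correlation), while without both lens-rich bTBI retinas 6 passed at 1 week.

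Of 20 genes of cholesterol synthesis and uptake 1 was lower at each timepoint over all genes and 4 when adjusted over the list alone (adjusted p = 0.0423 at 1 week and 0.0174 at 5 weeks with an estimated correlation). The number at 1 week was 3 without sham replicate 6, 2 without bTBI replicate 4 and 4 with all 24 retinas in a single fit, at 5 weeks it was 2 with a robust prior and 0 with the prior without the trend, and a threshold of 0.05 gave 5 and 4. The list lost its call with an estimated correlation in 8 of the 12 fits without 1 retina at 1 week and 1 at 5 weeks. Ctxn3, which encodes a small membrane protein of neurons, fell from 9.94 ± 2.21 CPM (SD, n = 6) to 4.62 ± 1.98 CPM (SD, n = 6) at 1 week (adjusted p = 0.00326) and lost the threshold in 10 of the 12 fits without 1 retina. Genes of apoptosis, necroptosis and the inflammasome had median log2 fold changes of 0.09 at 1 week and 0.06 at 5 weeks over 12 genes, with 0 past the threshold in limma over all genes or when adjusted over the list alone and 3 and 0 at an unadjusted p under 0.05 (adjusted p = 0.0665 and 0.364 with an estimated correlation).

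Lists of other tissues and of handling had 0 members past the threshold in limma at either timepoint, over all genes or when adjusted over the list alone. Their median log2 fold changes are given with the adjusted p for an estimated correlation and with the members that had an unadjusted p under 0.05: lens with 2.01 at 1 week and -0.01 at 5 weeks (adjusted p = 0.286 and 0.985, 7 of 14 and 0 of 11 members), oligodendrocytes with 0.71 at 1 week and 0 at 5 weeks (adjusted p = 0.405 and 0.814, 1 of 5 and 0 of 5 members), pigment epithelium with 0.02 at 1 week and 0.01 at 5 weeks (adjusted p = 0.812 and 0.814, 0 of 10 and 0 of 10 members), red cells with -0.18 at 1 week and 0.18 at 5 weeks (adjusted p = 0.541 and 0.364, 0 of 5 and 0 of 3 members), immediate early genes with 0.07 at 1 week and 0.25 at 5 weeks (adjusted p = 0.500 and 0.364, 3 of 9 and 1 of 11 members), clock genes with -0.03 at 1 week and -0.03 at 5 weeks (adjusted p = 0.754 and 0.549, 0 of 14 and 0 of 14 members) and leukocytes with 0 at 1 week and -0.04 at 5 weeks (adjusted p = 0.707 and 0.661, 0 of 2 and 0 of 2 members).

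Lens transcripts were highest in bTBI replicates 5 and 6 of 1 week. The lens median of 2.01 at 1 week was as low as 0.53 over the alternatives, which include leaving out both of these retinas. If lens tissue had been carried over, these retinas may carry the lens genes in 1 ratio, and across lens genes Pearson's r between them was 0.670, which leaves this open. If the blast had raised lens genes in the retina, all 6 bTBI retinas might lie above the sham retinas, and 3 did, so this also cannot be told apart.

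Retinas with fewer RGC transcripts may have more glial and interferon transcripts. Across the 6 bTBI retinas of 1 week Pearson's r between the RGC score and the microglial score was -0.532, the interferon score -0.894 and the reactive macroglial score -0.624 (exact permutation p = 0.281, 0.0389 and 0.151). At 5 weeks r was -0.649, -0.807 and -0.273 (exact permutation p = 0.167, 0.0417 and 0.611), and over the 6 relations the adjusted p ran from 0.125, for both interferon scores, to 0.611. Spearman's rank correlation of the interferon score was -0.771 and -0.943 at 1 and 5 weeks, and r without the 2 retinas farthest from the median was -0.765 and -0.808. Without those 2 retinas r was 0.398 and -0.173 for microglia and 0.364 and 0.833 for reactive macroglia, so 3 of these 4 signs turn. With the pan-RGC markers alone r of the interferon score was -0.855 and -0.717, the rank correlation was -0.600 and -0.943, and r without the 2 farthest retinas was -0.266 and -0.604. None of the 6 relations passed after adjustment, so the hypothesis stays open.

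Other splits of the same 12 retinas into groups of 6 were tested in the same way, 100 of 462 splits at each timepoint with the real split among them. A split and its mirror count as 1, so higher and lower genes of another split were counted in the direction with more of them. Chance can be excluded for the following counts of genes, where 1 of 100 splits, the real one, gave as many. At 1 week 336 changed against at most 60 in another split, 189 were higher against at most 54 and 147 lower against at most 54. At 5 weeks 133 changed against at most 0, and 15 differed between the timepoints against at most 7. The 2 higher and 131 lower genes at 5 weeks also stand against at most 0. That follows from the 0 genes changed in the other splits, so these counts add nothing to the 133. The 89 genes changed at both timepoints stand against at most 0, but the shared count of the other splits is 0 wherever their count at 5 weeks is 0, so it adds nothing to that count. Chance can be excluded for the lists with an estimated correlation, 15 at 1 week against at most 12 and 7 at 5 weeks against at most 5. With a preset correlation 6 of 100 splits gave as many as the 24 lists at 1 week (highest other 27), so chance cannot be excluded for that count, and 4 gave as many as the 19 at 5 weeks (highest other 21), a share just under the 0.05 at which chance is excluded here, and 1 of 12 counts tested in this way.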
